# Phenotypic Diversity and Altered Environmental Plasticity in *Arabidopsis thaliana* with Reduced Hsp90 Levels

**DOI:** 10.1371/journal.pone.0000648

**Published:** 2007-07-25

**Authors:** Todd A. Sangster, Adam Bahrami, Amity Wilczek, Etsuko Watanabe, Kurt Schellenberg, Catherine McLellan, Alicia Kelley, Sek Won Kong, Christine Queitsch, Susan Lindquist

## Abstract

The molecular chaperone HSP90 aids the maturation of a diverse but select set of metastable protein clients, many of which are key to a variety of signal transduction pathways. HSP90 function has been best investigated in animal and fungal systems, where inhibition of the chaperone has exceptionally diverse effects, ranging from reversing oncogenic transformation to preventing the acquisition of drug resistance. Inhibition of HSP90 in the model plant *Arabidopsis thaliana* uncovers novel morphologies dependent on normally cryptic genetic variation and increases stochastic variation inherent to developmental processes. The biochemical activity of HSP90 is strictly conserved between animals and plants. However, the substrates and pathways dependent on HSP90 in plants are poorly understood. Progress has been impeded by the necessity of reliance on light-sensitive HSP90 inhibitors due to redundancy in the *A. thaliana* HSP90 gene family. Here we present phenotypic and genome-wide expression analyses of *A. thaliana* with constitutively reduced HSP90 levels achieved by RNAi targeting. HSP90 reduction affects a variety of quantitative life-history traits, including flowering time and total seed set, increases morphological diversity, and decreases the developmental stability of repeated characters. Several morphologies are synergistically affected by HSP90 and growth temperature. Genome-wide expression analyses also suggest a central role for HSP90 in the genesis and maintenance of plastic responses. The expression results are substantiated by examination of the response of HSP90-reduced plants to attack by caterpillars of the generalist herbivore *Trichoplusia ni*. HSP90 reduction potentiates a more robust herbivore defense response. In sum, we propose that HSP90 exerts global effects on the environmental responsiveness of plants to many different stimuli. The comprehensive set of HSP90-reduced lines described here is a vital instrument to further examine the role of HSP90 as a central interface between organism, development, and environment.

## Introduction

The essential eukaryotic chaperone HSP90 facilitates the maturation of a variety of metastable protein substrates, many of which are central regulators of biological circuits [1]–[3]. Due to HSP90's central position in numerous pathways regulating growth and development, the chaperone has emerged as a principal focus of investigation in diverse fields. For example, as key proteins controlling cell proliferation depend on HSP90, it is an intensively investigated target for anti-cancer therapies [4]. More broadly, HSP90 activity has been shown to have widespread effects on the genesis of phenotypic diversity. HSP90 can suppress the phenotypic consequences of existing genetic polymorphisms [5], [6], affect epigenetically inherited phenotypes [7], and facilitate the spread of novel mutations [8]. Further, reduced HSP90 function can increase the probability that stochastic events inherent to development result in phenotypic differences [5], [9].

Molecular chaperones are proteins which can modulate the folding of a variety of other polypeptides without permanent alteration to themselves [3]. HSP90 is distinct among molecular chaperones in its functionally diverse but numerically restricted set of substrates (client proteins), which tend to share an inherent conformational instability. HSP90's interactions with certain mammalian hormone receptors, such as the glucocorticoid receptor [10], [11], serve as a paradigm for its molecular function. HSP90 maintains such substrates in a signaling competent state, enabling them to receive upstream signals, such as hormone binding. Substrates then typically undergo a conformational change, thereby propagating signal transduction to downstream effectors [2], [3].

HSP90 function and substrates have been best investigated in mammalian and fungal systems [12]. However, the biochemical function of HSP90—to promote the maturation of metastable client proteins—is conserved in plants, as illustrated by the fact that obligately HSP90-dependent mammalian steroid hormone receptors are functional in the plant cytoplasm, even though plants lack any homologous receptors [13].

In the plant *Arabidopsis thaliana*, HSP90 homologs are encoded by seven different genetic loci. Of these, one is expressed in the endoplasmic reticulum (*HSP90.7*), one in the mitochondrion (*HSP90.6*), one in the chloroplast (*HSP90.5*), and four in the cytosol. The gene encoding one cytosolic protein (*HSP90.1*/At5g52640) is highly stress-inducible, whereas the other three (*HSP90.2*/At5g56030, *HSP90.3*/At5g56010, and *HSP90.4*/At5g56000) are constitutively expressed and are the products of very recent duplication events [14], [15]. Two of the organelle specific HSP90s, have been shown to affect plant development. A choloroplast HSP90 mutant, *cr88*, alters responses to red light, chlorate resistance, and delays chloroplast development [16]. An endoplasmic reticulum HSP90 mutant, *shepherd*, affects apical meristem maintenance, presumably due to the failure to adequately chaperone the *CLAVATA1/2* complex [17].

The functions of the cytosolic HSP90s are not well understood; mutations in these genes have only been phenotypically connected to increased sensitivity to biotrophic parasites, primarily microbial pathogens and viruses [18]–[24]. The pathways that HSP90 is known to influence share dependency on R-proteins, which facilitate pathogen recognition and initiate downstream defense responses, such as localized cell death (hypersensitive response) and induced systemic resistance [25]. Several groups have demonstrated the essential role of HSP90 in maintaining the stability of several R-proteins [18], [19], [21], [26], [27]. If HSP90 function is missing, these R-proteins are rapidly degraded, akin to observations with HSP90 substrates in other systems [28], presumably leading to pathogen sensitivity.

A point mutation (*hsp90.2-3*) in the ATP-binding domain of one of the constitutive cytosolic HSP90s, HSP90.2, renders the plant sensitive to pathogens [19]. However, a null mutation in *HSP90.2* failed to display the same phenotype. Point mutations in similar positions to *hsp90.2-3* in yeast HSP90 proteins have been analyzed biochemically and found to prevent either ATP binding or hydrolysis [29], [30], thereby interfering with substrate release [31]. Therefore, the likely substrate-trapping properties of the *hsp90.2-3* mutation may result in some dominant characteristics and stronger phenotypes when compared to a corresponding null mutation.

Neither the *HSP90.2* null mutation nor *hsp90.2-3* displayed common obvious morphological abnormalities in previous work [19], suggesting redundancy between different cytosolic isoforms. Inhibition of HSP90 activity with geldanamycin (GDA), an inhibitor that is specific to the HSP90 family of proteins, resulted in dramatically increased phenotypic variation in ten day old seedlings, affecting leaf shape and color, hypocotyl elongation, and gravitropism responses among others [5]. As GDA is light-sensitive, HSP90-dependent phenotypes could only be analyzed at the seedling stage.

To comprehensively investigate the phenotypic consequences of reduced cytosolic HSP90 function, we obtained lines with transfer DNA (T-DNA) insertions in *HSP90.1, HSP90.2*, or *HSP90.3*, representing null mutations in the respective isoforms [32]. As *HSP90.2, HSP90.3*, and *HSP90.4* are located within 12000 base pairs of each other [33], the construction of double mutants for constitutive isoforms is extremely difficult. Therefore, we decided to target the cytosolic HSP90s with a RNA interference (RNAi) based approach, creating a set of lines with reductions in the levels of several cytosolic isoforms. Herein, we describe the phenotypic and molecular characterization of all of these HSP90-reduced lines.

## Results

### Construction of HSP90-Reduced Lines

To interfere with the expression of multiple cytosolic HSP90 isoforms, we cloned four regions of HSP90 with differing sequence identity across the four cytosolic isoforms. Construction of double-strand RNA producing vectors (Fig. 1) and transformation into the *A. thaliana* Col-0 accession were performed as described in [34] with the modifications detailed in the Methods. Control lines were created with an identical vector lacking any HSP90 sequence. The sequence-verified constructs contained a kanamycin resistance cassette, allowing screening for positive transformants in the T_1_ generation. In total, vectors containing four different regions of HSP90 were tested. Screening of ∼50,000 total seeds for each construct from three independent transformations yielded at least ten transgenic lines for three of the constructs. No transformants were obtained for the fourth construct (RNAi-D), which had the highest likelihood of interfering with expression of all four isoforms. Given the success with the other constructs, it appears likely that HSP90-reduction caused by the RNAi-D construct is severe enough to cause lethality under standard growth conditions.

**Figure 1:**
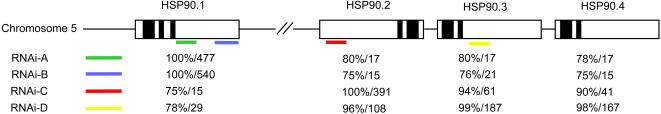
Targeting HSP90 with double-strand RNA constructs. The four cytosolic HSP90s are depicted in their genomic context. Introns are in black, exons in white. Regions cloned to create the double-strand RNA (RNAi) constructs are indicated in green (RNAi-A), blue (RNAi-B), red (RNAi-C), and yellow (RNAi-D) bars. Below each isoform the percent identity and the longest consecutive number of bases of perfect identity to the cloned region are noted for each construct.

Positive transformants were self-propagated and analyzed for kanamycin resistance frequency in the T_2_; lines with frequencies consistent with segregation of a single insert were selected for further analysis. Kanamycin resistance was used to isolate true-breeding lines for the constructs from the T_3_ generation. Of these, five lines, including three containing HSP90-RNAi construct A and one containing each of constructs B or C, were chosen for subsequent experiments, along with three independent control lines. Insert locations for most lines were determined by standard methods [35]; none of the isolated insert locations were within a coding region (Methods).

As a complementary resource, we obtained lines with single T-DNA insertions in the *HSP90.1*, *HSP90.2*, and *HSP90.3* isoforms (HSP90-TDNA lines) [32] from the Arabidopsis Biological Resource Center. Lines homozygous for each insert were isolated by PCR screening.

### Assessment of HSP90-Reduction

Quantitative Western blotting was used to confirm that HSP90 protein levels are constitutively decreased under ambient conditions in the HSP90-RNAi and HSP90-TDNA lines. The antibody employed should recognize all four cytosolic HSP90s [36]. All lines exhibited significantly reduced HSP90 levels except for the HSP90.1-TDNA line (Table 1). As HSP90.1 is constitutively expressed at low levels, a null mutant in this isoform would not be expected to exhibit HSP90 reduction under ambient conditions.

**Table 1:** HSP90 levels in HSP90-RNAi and HSP90-TDNA lines.

Genotype	Quantitative Western Blot		RT-PCR Cycle Number	
	Mean	Standard Deviation	Mean	Standard Deviation
Control-1 T_3_	102	7.1	n.d.	n.d.
Control-2 T_3_	92	7.1	19.6	0.39
Control-2 T_4_	n.d.	n.d.	19.8	0.59
Control-3 T_3_	106	6.0	n.d.	n.d.
RNAi-A1 T_3_	68*	26.9	21.2**	0.25
RNAi-A2 T_3_	70**	12.5	20.9**	0.18
RNAi-A2 T_4_	n.d.	n.d.	20.9**	0.37
RNAi-A3 T_3_	66**	14.4	20.8**	0.27
RNAi-B1 T_3_	52**	12.3	22.0**	0.07
RNAi-C1 T_3_	69**	7.8	n.d	n.d
Control (Col-0)	100	10.1	n.d	n.d
*hsp90-1*	115	12.5	n.d	n.d
*hsp90-2*	50**	12.0	n.d	n.d
*hsp90-3*	43**	22.2	n.d	n.d

** significant at p<0.01

* significant at p<0.05 (t-test)

Protein for quantitative Western blots was extracted from plants grown under ambient conditions. The HSP90 antibody used should recognize all four cytosolic isoforms. Values are normalized such that the average of the control lines is 100; HSP90-RNAi and HSP90-TDNA lines are normalized separately. RNA for RT-PCR was extracted from plants heat shocked at 37°C for two hours. RT-PCR primers recognize only HSP90-1. n.d., not determined.

Consistent with these results, quantitative RT-PCR of RNA derived from seedlings which had undergone a brief heat-shock revealed significantly lower levels of HSP90 RNA in the HSP90-RNAi lines (Table 1). The reduction is reproducibly at least two-fold (one cycle) in all lines. The primers used in this reaction amplify *HSP90.1* only. Importantly, the reduction in HSP90 levels also appears to be stable across generations (Table 1).

Further confirmation that HSP90 levels are reduced in both HSP90-RNAi and HSP90-TDNA lines was derived from genome-wide expression analyses. All HSP90-RNAi and HSP90-TDNA lines were analyzed, along with the *hsp90.2-3* mutant. 

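The expression data comprised 38 ATH-1 arrays from 35 biological samples of 13 lines, each sample a pool of 10 seedlings aged 14 days. RNAi-A1, RNAi-A3 and Control-2 had 2 biological samples each, and 1 sample of each of these lines was hybridized to 2 arrays as technical replicates. RNAi-A2 had 2 samples, while the Methods state 3 for its experiment. RNAi-B1, RNAi-C1, Control-1, Control-3, Col-0, HSP90.1-TDNA, HSP90.2-TDNA, HSP90.3-TDNA and *hsp90.2-3* had 3 samples each, with 1 array per sample. The values are MAS5 signals on a linear scale, which the submitters scaled to a common trimmed mean (499.8 to 499.9 in every array), whereas the Methods describe the PLIER algorithm. The median signal per array ranged from 171 to 339, with a median over arrays of 196, and the number of arrays limits the precision. The first array of sample 2 of RNAi-A3 had a Pearson correlation of 0.4995 with the median profile across probe sets, against 0.976 to 0.988 for the other arrays. Its spike-in control probe sets had a median signal of 581770, against 678 to 2363 on the other arrays. This array was kept in the fit, since the design and the gene lists were fixed before the data were examined. The number of probe sets called in each line is also given without the outlying array, a setting chosen after its values were seen. Technical replicates were averaged after adding 16 to each signal and taking log2, so fold changes of dim probe sets are understated. The 64 array control probe sets were left out. The test covered the 17254 probe sets with at least 1 line mean above the 35th percentile of all values, a signal of 91.9 (16663 without the outlying array). Each line had its own mean in a limma model of all samples, with p-values adjusted by Benjamini-Hochberg over the probe sets tested, and probe sets with an adjusted p under 0.05 were called changed. RNAi-A1 and RNAi-A3 were compared with Control-2. RNAi-A2, RNAi-B1 and RNAi-C1 were compared with the mean of Control-1 and Control-3. The HSP90-TDNA lines were compared with Col-0. The Methods place *hsp90.2-3* in none of the 3 array experiments, and it was compared with Col-0 as well, so a batch difference between its arrays and those of Col-0 is not separated from the effect of the mutation. The probe table used here names a single gene for 13513 probe sets, several genes for 503 and none for 8730. It names no probe set for the cytosolic HSP90 isoforms or *HSP101*, so their transcript levels are not reported here.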

Ten 14 day old seedlings per genotype were pooled for each sample, and replicate samples were analyzed with the Affymetrix ATH-1 microarray. All array data may be found in the Gene Expression Omnibus under accession number GSE7796.

Standard methods were used to determine which genes were differentially expressed between each HSP90-reduced line and the appropriate control (Methods). Our expression data confirmed that the cytosolic HSP90 isoforms tended to be reduced between 1.5 and 2 fold in a statistically significant manner in all HSP90-RNAi lines; individual isoforms were reduced to different extents in different lines. The magnitude of the reduction of total HSP90 RNA levels in each line is consistent with the RT-PCR data. *HSP90.1* and *HSP90.2* transcripts were significantly reduced to nearly undetectable levels in the respective HSP90-TDNA lines. The probes on the array cannot differentiate between *HSP90.3* and *HSP90.4*; the combined transcript levels of these genes were significantly reduced six fold in the HSP90.3-TDNA line. Note that in the HSP90.2-TDNA and *hsp90.2-3* mutants, *HSP90.1* levels were two-fold upregulated, indicating cross-regulation between different isoforms. This subtle increase in *HSP90.1* expression is likely due to a slight induction of the heat-stress response in the HSP90-TDNA lines, as other heat-stress markers such as *HSP101* show similar levels of induction. 

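Of 32 listed heat-stress genes, 8 had a named probe set that passed the filter, and *HSP101* was not among these. None of the 8 was changed in HSP90.1-TDNA, HSP90.2-TDNA or HSP90.3-TDNA at an adjusted p under 0.05 from limma, over all probe sets or adjusted over the list alone. At an unadjusted p under 0.05, 2 of the 8 were higher in HSP90.2-TDNA and 0 in each of the other two lines. The mean log2 change of the 8 genes was -0.05 in HSP90.1-TDNA, 0.15 in HSP90.2-TDNA and 0.07 in HSP90.3-TDNA. Their median was -0.21, 0.05 and 0.06 in the same order. Limma's camera test with a preset correlation of 0.01 gave a p of 0.826, 0.129 and 0.561 for the list in these lines. The gene with the largest change over the 3 lines together was *AT5G51440*. Its signal was 180 ± 94.4 (SD, n = 9) in the HSP90-TDNA lines and 90.61 ± 33.7 (SD, n = 3) in Col-0. This is a log2 change of 0.80 (standard error 0.33, limma unadjusted p = 0.0236, adjusted p = 0.804).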

The induction of the heat-stress response by reduced levels of HSP90 has been previously observed in other systems [37], [38]. Such induction was not observed in any of the HSP90-RNAi lines, likely due to their lower levels of total HSP90 reduction.

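In the HSP90-RNAi lines, the same 8 heat-stress genes had a mean log2 change of -0.35 in RNAi-A1, 0.10 in RNAi-A2, -0.03 in RNAi-A3, 0.01 in RNAi-B1 and 0.23 in RNAi-C1. The medians were -0.36, -0.01, -0.16, -0.02 and 0.30, so that the mean and the median differ in sign in RNAi-A2 and RNAi-B1. No gene of the list was called changed in any of these lines. When adjusted over the list alone, 1 gene was higher in RNAi-A3 and none in the other lines. The RNAi-A3 values of this list include the outlying array. At an unadjusted p under 0.05 from limma, 1 gene was lower in RNAi-A1, and 1 was higher in each of RNAi-A2, RNAi-A3 and RNAi-C1. Limma's camera called the list lower in RNAi-A1, with 6 of 8 genes lower, at a p of 0.00916 and an adjusted p of 0.0183 over the 2 lists with at least 5 genes tested. With an estimated correlation between genes this call did not hold (adjusted p = 0.0876), and without the outlying array camera called 0 lists. The difference between the kinds of line was tested directly, as the mean of the 3 HSP90-TDNA changes minus the mean of the 5 HSP90-RNAi changes. Over the 8 genes this difference had a mean of 0.07 and a median of -0.04 on the log2 scale, with 2 genes positive and 6 negative. Camera gave a p of 0.447 for it. From the levels of *HSP90.1* and *HSP101*, which are not reported here, the paper proposes a slight heat-stress response in the HSP90-TDNA lines, and it proposes that the HSP90-RNAi lines lack it because their total HSP90 is reduced less.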

### Increased Phenotypic Diversity in HSP90-Reduced Seedlings

We previously reported an increase in phenotypic diversity of *A. thaliana* seedlings when HSP90 was pharmacologically inhibited by growth on GDA [5]. In an initial examination, we observed similar phenotypes, as well as similar phenotypic diversity, in the HSP90-RNAi lines. These phenotypes included the accumulation of purple pigment, an HSP90-dependent phenotype specific to the Col-0 accession in the previous study (Fig. 2). As *A. thaliana* is an inbreeding species[39], common laboratory accessions such as Col-0 are homozygous at virtually all nucleotides. Therefore, the phenotypic diversity revealed within the Col-0 accession by HSP90 reduction is highly unlikely to be due to genetic differences between individual plants. Rather, the diversity represents the outcome of stochastic developmental processes [5].

**Figure 2:**
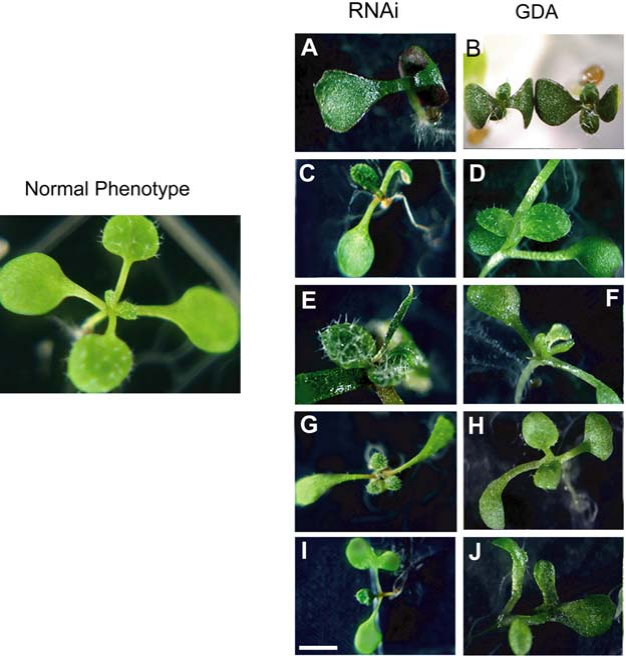
Similar morphological phenotypes of seedlings with reduced HSP90 function by RNAi or pharmacological means (GDA). (a) and (b): purple pigment accumulation; (c) and (d): organ number defect; (e) and (f): narrowly-shaped deformed true leaves; (g) and (h): twisted rosettes; (i) and (j): lobed cotyledon. RNAi plants are T_3_ generation with from line RNAi-A3. Size bar 2 mm for b and g–i, 1 mm for a, c–f, and 3 mm for normal phenotype. (b) and (f) originally published in [5].

As plants are exquisitely sensitive to environmental perturbations and often display apparently abnormal phenotypes even under non-stressful conditions, we set out to systematically investigate the phenotypic diversity in HSP90-reduced lines compared with appropriate controls. To reduce the likelihood that unrelated mutations arising during the transformation process might alter the observed spectrum of phenotypes, all transgenic lines were backcrossed twice to the Col-0 parent, with subsequent selection for insert homozygosity. Three hundred seventy-eight seeds for all five HSP90-RNAi and the three control lines were plated in a randomized block design such that nine seeds of each line were planted on each block of two plates containing thirty-six seeds each. Morphologically deviating phenotypes were scored after ten days according to a rubric standardized before the experiment (Fig. 3). To prevent experimenter bias, seed plating and phenotype scoring were conducted by a single scientist fully blind with regard to genotype identity.

**Figure 3:**
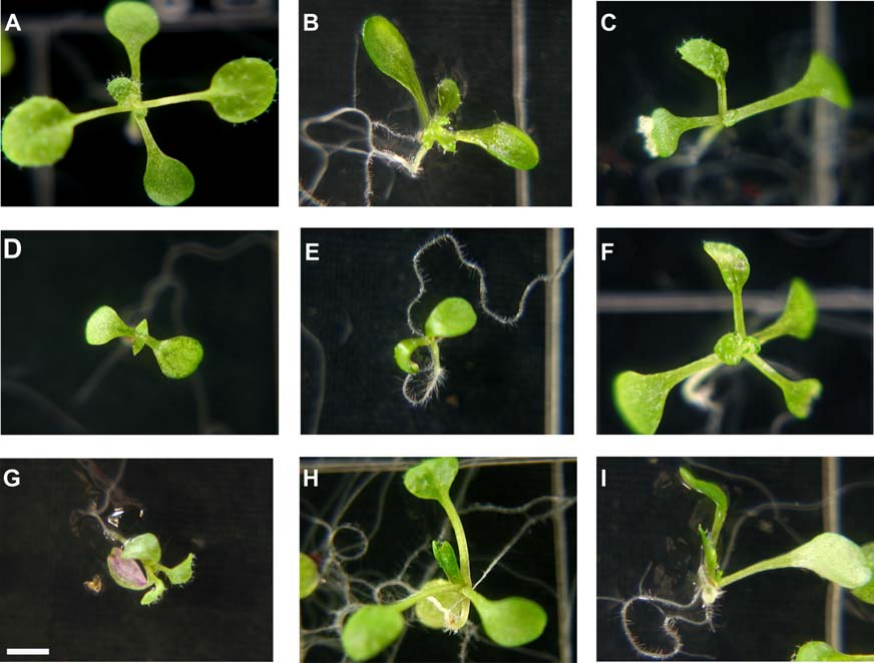
Examples of standardized seedling morphological phenotypes for quantitative assessment. (a) no scored phenotype; (b) extra leaf, concave cotyledons, aerial organs on growth medium; (c) missing leaf; (d) narrow leaves, delayed development; (e) shoot meristemless, delayed development; (f) necrotic spots on leaves; (g) purple pigmentation in cotyledons, delayed development; (h) curled hypocotyl with root extruded from medium; (i) no hypocotyl, aerial organs on growth medium, delayed development. All seedlings are ten days old. Size bar 2 mm.

No trait frequencies differed significantly between the three control lines; all controls were therefore combined for statistical analysis. For all five genetically HSP90-reduced lines, significantly more plants were scored as displaying at least one standardized abnormal phenotype than for the control lines (Fig. 4; p<0.0001 for each line, χ^2^ test). With the exception of RNAi-B1, all HSP90-RNAi lines showed significant enrichment for the accumulation of purple pigment in the cotyledons (p<<0.001 for each line, χ^2^ test), consistent with previous data [5]. Another cotyledon phenotype, concave cotyledons, was overrepresented in all HSP90-RNAi lines (p<<0.001 for each line, χ^2^ test). A major phenotypic difference between control and HSP90-reduced lines, excepting RNAi-B1, appeared to be the shape and timing of formation of true leaves. These HSP90-RNAi plants tended to produce narrow leaves which were often temporally delayed and therefore smaller than their counterparts on plants without the phenotype (p<<0.001 for each line, χ^2^ test); this phenotype tended to co-occur with the purple pigment accumulation (p<<0.001, χ^2^ test). No other correlations were found between other discussed phenotypes after controlling for genotype. The most common scored phenotype in both control and HSP90-RNAi plants was failure to elevate plant organs above the growth substrate; however, this phenotype was significantly more prevalent in HSP90-RNAi lines. Notably, one phenotype was significantly more prevalent in control lines: appearance of chlorotic, seemingly dead, spots on the first true leaves.

**Figure 4:**
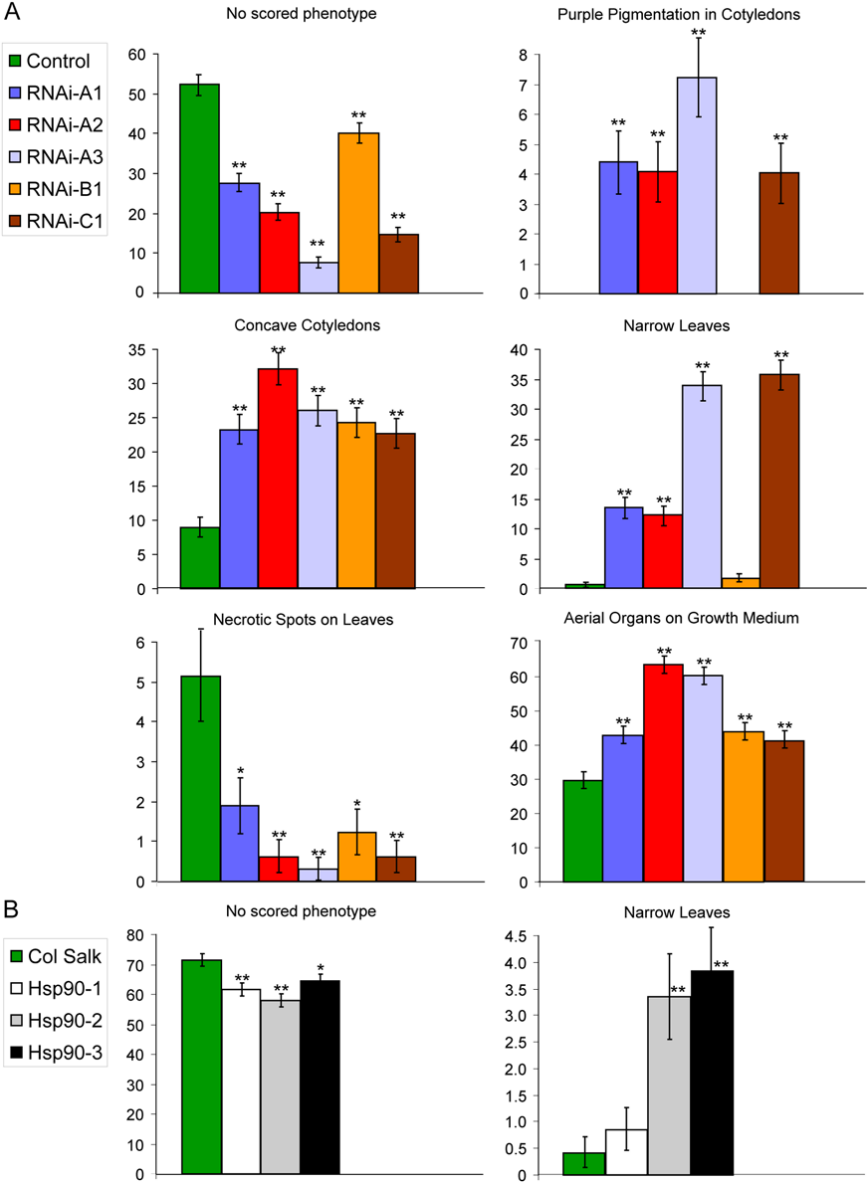
Quantitation of selected standard seedling phenotypes. (a) comparison of phenotypic frequency in percent between five HSP90-RNAi lines and three control lines (control data merged). (b) similar comparison between three HSP90-TDNA lines and Col-0. Error bars represent standard error. *p<0.01, **p<0.001; χ^2^ test.

A similar experiment was conducted to assess phenotypes in the HSP90-TDNA lines. Note that as several HSP90-dependent phenotypes have previously been demonstrated to be exceptionally environmentally sensitive, phenotypic frequencies from different experiments cannot be directly compared due to potential differences in microenvironment. Importantly, aberrant phenotypes in all HSP90-TDNA lines were significantly enriched relative to the control (Fig. 4). T-DNA insertions in the *HSP90.2* and *HSP90.3* constitutive isoforms yielded a highly significant overrepresentation of seedlings with narrow leaves and delayed development (p<<0.001 for both lines, χ^2^ test), as observed with four of the HSP90-RNAi lines. Consistent with the observation that *HSP90.1* exhibits very low levels of constitutive expression [14], the HSP90.1-TDNA line was not significantly enriched for any particular scored phenotype in the non-stressful environment employed. However, significantly more plants were scored as displaying at least one abnormal phenotype (p<0.001, χ^2^ test), which may indicate that the lack of inducible HSP90 amplifies the stochastic effects of microenvironments. For a complete list of scored phenotypes, phenotype frequencies, and associated p-values, see Tables S1 and S2. In summary, a reduction in HSP90 levels results in greater phenotypic diversity, consistent with previously published hypotheses on HSP90's role in canalization [5], [40], [41].

### Enhancement of HSP90-Dependent Phenotypes by Altered Temperature

As previous studies have described HSP90-dependent phenotypes that can be enhanced or mimicked by temperature treatment [5], [6], we investigated whether the genetically HSP90-reduced lines recapitulate this phenomenon (Table S3). We analyzed seedling phenotypes as above, but at three different growth temperatures. Since higher temperatures accelerate development, seedlings were scored at different times after germination but at comparable developmental stages. Our previous studies indicated that the narrow leaf phenotype was revealed at higher growth temperatures (27°C) in genetically predisposed lines [5]. In agreement, increased temperature significantly increased the frequency of this phenotype in predisposed HSP90-RNAi lines (p<<0.001 by logistic regression of temperature versus phenotype occurrence); no such increase was observed in the control (Fig. 5). Note that the severity of the phenotype was also dramatically enhanced, with 3.5 percent of HSP90-RNAi plants presenting as shoot meristemless at the highest temperature (p<0.001 by logistic regression).

**Figure 5:**
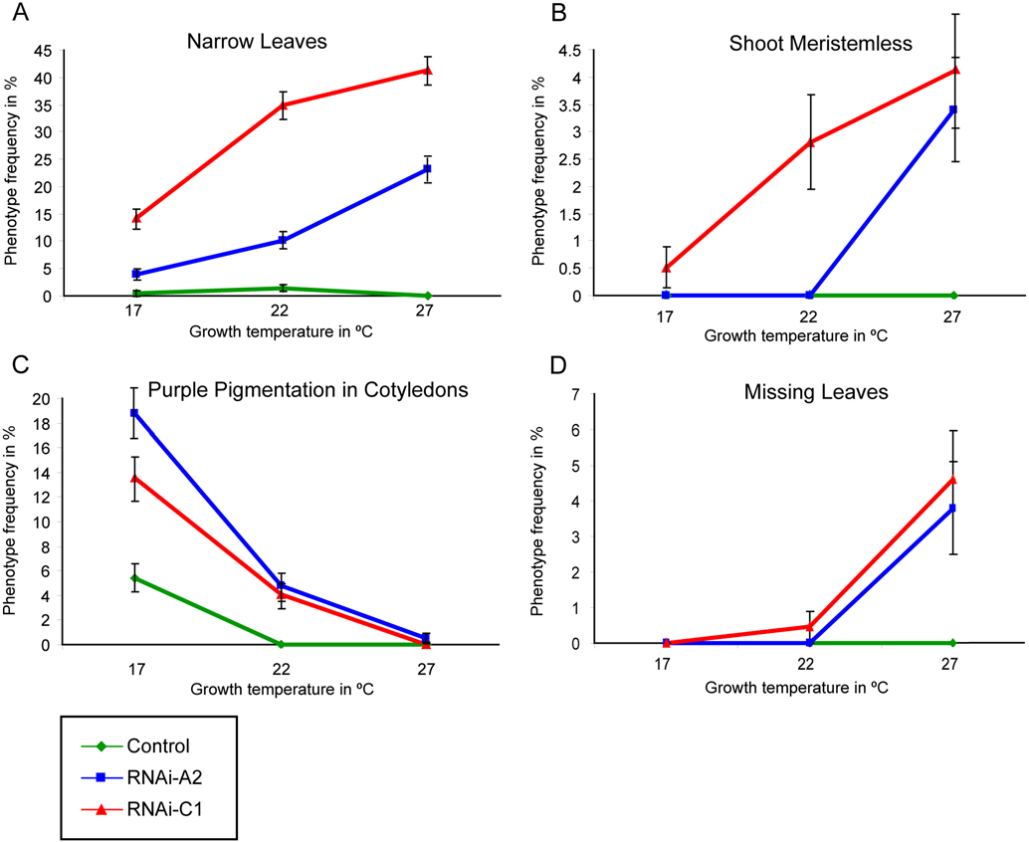
Response of selected seedling phenotypes to growth temperature. (a) narrow leaf phenotype; (b) shoot meristemless phenotype; (c) purple pigment accumulation; and (d) one of first true leaves missing. Phenotypes for two HSP90-RNAi lines and one control were measured at 17, 22, and 27°C. Error bars represent standard error.

The number of seedlings missing one of the first true leaves was also significantly enhanced by increased temperature in the HSP90-RNAi lines (p = 0.001, χ^2^ test of 22°C versus 27°C), but not in controls (Fig. 5). Significant deviations of the development of repeated characters are commonly associated with a decrease in developmental stability. Therefore, not only does a decrease in HSP90 function result in lower developmental stability, but this effect is further exacerbated by elevated temperature.

Notably, certain HSP90-dependent phenotypes are not exacerbated by increased temperature; rather, the frequency and severity decreases [6]. For example, the frequency of the accumulation of purple pigment in cotyledons is dramatically decreased at higher growth temperatures (Fig. 5; p<<0.001 by logistic regression). Indeed, even control plants significantly displayed this phenotype at the lowest tested temperature (p = 0.003, Fisher's Exact Test of 17°C versus 22°C), though at a lower frequency than HSP90-RNAi seedlings. Taken together, these data support a role for HSP90 in the genesis of plant plasticity, the maintenance of wild-type plastic responses, and the promulgation of developmental stability.

### Quantitative Phenotypic Differences in Adult HSP90-Reduced Plants

The genetically HSP90-reduced sets are ideal instruments to examine HSP90's role in the adult plant, as our previous work was limited by the light-sensitivity of GDA to the assessment of the effects of reducing HSP90 function in seedlings. To investigate phenotypes enriched in adult HSP90-reduced plants, we measured a variety of life-history traits and altered morphologies. Forty plants of each of the HSP90-RNAi, HSP90-TDNA, and appropriate control lines were grown in a randomized design under standard greenhouse conditions (see Methods).

Two phenotypes affecting gross morphology were significantly enriched in HSP90-RNAi lines (Fig. 6). The most frequent was loss of apical dominance, leading to the simultaneous emergence of multiple primary inflorescences. Plants which grew multiple inflorescences as adults tended to be those which exhibited narrow first true leaves or other shoot meristem defects as seedlings (Fig. 7), indicating that the adult phenotype is likely a result of the early defect. This phenotype was observed in all five HSP90-RNAi lines (48% total frequency; p<<0.001 versus control, Fisher's Exact Test) but not in controls or in HSP90-TDNA lines.

**Figure 6:**
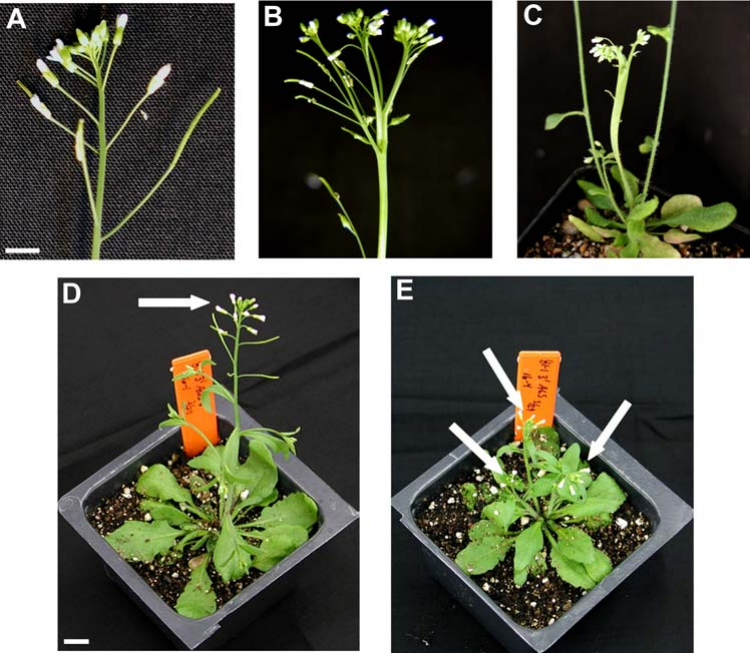
Examples of altered morphologies observed in adult HSP90-reduced plants. (a) control inflorescence; (b and c) fasciated inflorescence; (d) normal morphology with single primary inflorescence; (e) multiple simultaneous developing inflorescences. White arrows in d and e denote primary inflorescences. Scale bar 5 mm for a–c, 1 cm for d,e.

**Figure 7:**
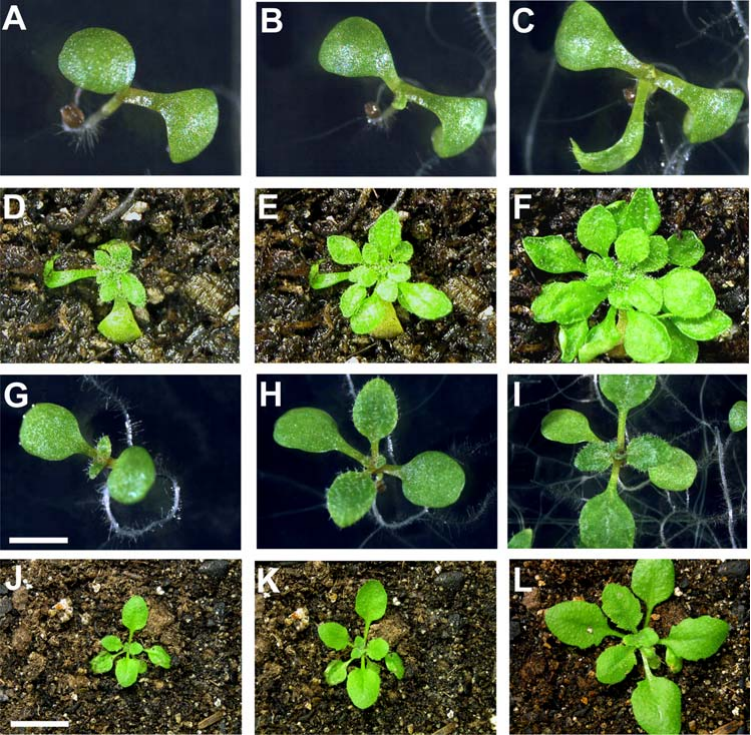
Developmental progression of common altered shoot meristem development phenotype. (a–f): Seedling with RNAi-A construct exhibiting delayed development of true leaves and shoot meristem organization defects resulting in overproliferation of leaves. (g–l): Seedling with control construct with normal morphology. (a and g) 7 days after germination; (b and h) 10 days; (c and i) 14 days; (d and j) 18 days; (e and k) 21 days; (f and l) 25 days. Scale bar 1 mm for a–c, g–h, 2 mm for i, and 1.5 cm for d–f, j–l. These seedlings are of the Shahdara ecotype and are used to illustrate the phenotype; the developmental progression of affected Col-0 seedlings is similar.

The second abnormal morphological phenotype presented as multiple shoots which initially developed fused together but eventually separated (Fig. 6). This morphology occurred in all HSP90-RNAi lines except for RNAi-B1 (4.7% frequency in combined HSP90-RNAi lines, p = 0.0216 versus control, Fisher's Exact Test) but not in any controls or HSP90-TDNA plants. No homeotic transformations were observed in any plant.

Several quantitative life-history traits were altered in Col-0 HSP90-reduced plants (Table 2). All lines demonstrated to have constitutively lower HSP90 expression levels flowered significantly later than controls (p<0.05 for each line versus control, Tukey's HSD). As *A. thaliana* ceases to produce rosette leaves when flowering commences, leaf number is correlated with flowering time; all five HSP90-RNAi lines had a significantly greater number of leaves than the control (p<0.05 for each line versus control, Tukey's HSD). Except for line RNAi-B1, all the RNAi lines were significantly reduced in rosette diameter (p<0.05 for each line versus control, Tukey's HSD). The total weight of seeds produced by each HSP90-reduced line was lower than all control lines (p<<0.001 by ANOVA of all HSP90 reduced lines versus controls). As the average seed weight was not significantly affected by HSP90 levels, HSP90-reduced plants produce slightly fewer seeds and likely experience a small reduction in fitness in the environment tested. All of these phenotypes were affected by the presence of multiple primary inflorescences; however, all still significantly differed in HSP90-reduced plants after controlling for the altered morphology (data not shown). Therefore, the HSP90-dependent morphological and quantitative phenotypic differences do not constitute a single syndrome resulting from HSP90 reduction.

**Table 2:** Quantitation of selected life-history traits.

Genotype	Flowering Time (days)		Total Leaf Number (primary meristem)		Longest Leaf Length (mm)		Total Seed Weight (mg)	
	Mean	Tukey's HSD	Mean	Tukey's HSD	Mean	Tukey's HSD	Mean	Tukey's HSD
Control (RNAi)	27.3	B	17.8	DE	5.08	A	143	AB
RNAi-A1	28.8	A*	19.8	BC*	4.64	BC*	134	ABC
RNAi-A2	30.0	A*	22.8	A*	3.95	D*	113	E*
RNAi-A3	28.7	A*	19.7	AB*	3.94	D*	118	DE*
RNAi-B1	29.0	A*	21.6	BC*	5.01	AB	130	BCD
RNAi-C1	29.1	A*	22.8	A*	4.35	C*	129	CDE*
Control (Col-0)	26.9	B	17.5	DE	4.98	AB	146	A
*hsp90-1*	27.1	B	17.0	E	5.04	A	123	CDE*
*hsp90-2*	28.6	A*	18.9	CD	5.09	A	126	CDE*
*hsp90-3*	28.6	A*	18.3	CDE	4.99	AB	127	CDE*

Means are least-squares means (see Methods). Significance by Tukey's HSD test; lines not sharing the same letter for a trait are significantly different at α = 0.05 (*).

Several other measured phenotypes were significantly different between some HSP90-RNAi lines and the controls, including plant height, silique number, and dry aerial mass. These differences could be statistically explained by the presence of multiple primary meristems and are likely a consequence of the early morphological difference.

### Genome-Wide Expression Analyses Suggest Altered Plastic Responses in HSP90-Reduced Lines

As little is known about HSP90's functions in plants, we attempted to extract biologically relevant pathways modulated by HSP90 from the genome-wide expression analyses discussed above. 

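At an adjusted p under 0.05 from limma, 1 probe set was changed in RNAi-A1, 75 in RNAi-A2, 712 in RNAi-A3, 65 in RNAi-B1 and 652 in RNAi-C1. Without the outlying array these counts were 1, 156, 2, 170 and 1376. In RNAi-C1, 334 were higher and 318 lower with all arrays, and 114 higher and 301 lower after quantile normalization. Of the 712 probe sets called in RNAi-A3 with all arrays, 1 was called in the same direction without that array. The number called in HSP90.1-TDNA was 0, with 825 of 17254 at an unadjusted p under 0.05, which is under the share of 0.05 that chance alone gives. HSP90.2-TDNA had 1 and HSP90.3-TDNA 5. Without the outlying array, the HSP90-TDNA lines had 4, 1 and 15. In *hsp90.2-3*, 775 probe sets were called with all arrays and 1468 without it. Leaving out 1 biological sample at a time gave 1 to 9 in RNAi-A1, 9 to 68 in RNAi-A2, 0 to 9002 in RNAi-A3, 31 to 65 in RNAi-B1, 146 to 663 in RNAi-C1 and 367 to 605 in *hsp90.2-3*. The methods' t-test, after Benjamini-Hochberg adjustment, called 423 probe sets in RNAi-A2, 376 in RNAi-B1, 553 in RNAi-C1 and 0 in each of the other HSP90-reduced lines. For the experiment of RNAi-A1 and RNAi-A3, which has technical replicates, the Methods state another test, which was not run here. Control-3 and Control-1 differed in 4 probe sets with all arrays and in 7 without the outlying array. At an unadjusted p under 0.05 and a change of at least 1.5-fold, limma gave 250 probe sets in RNAi-A1, 574 in RNAi-A2, 445 in RNAi-B1 and 1051 in RNAi-C1. The number in RNAi-A3 by this rule was 3112 with all arrays and 427 without the outlying array. The HSP90-TDNA lines had 310, 267 and 414 by this rule, *hsp90.2-3* had 1177, and the comparison of Control-3 with Control-1 had 300.

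**Figure D1:**
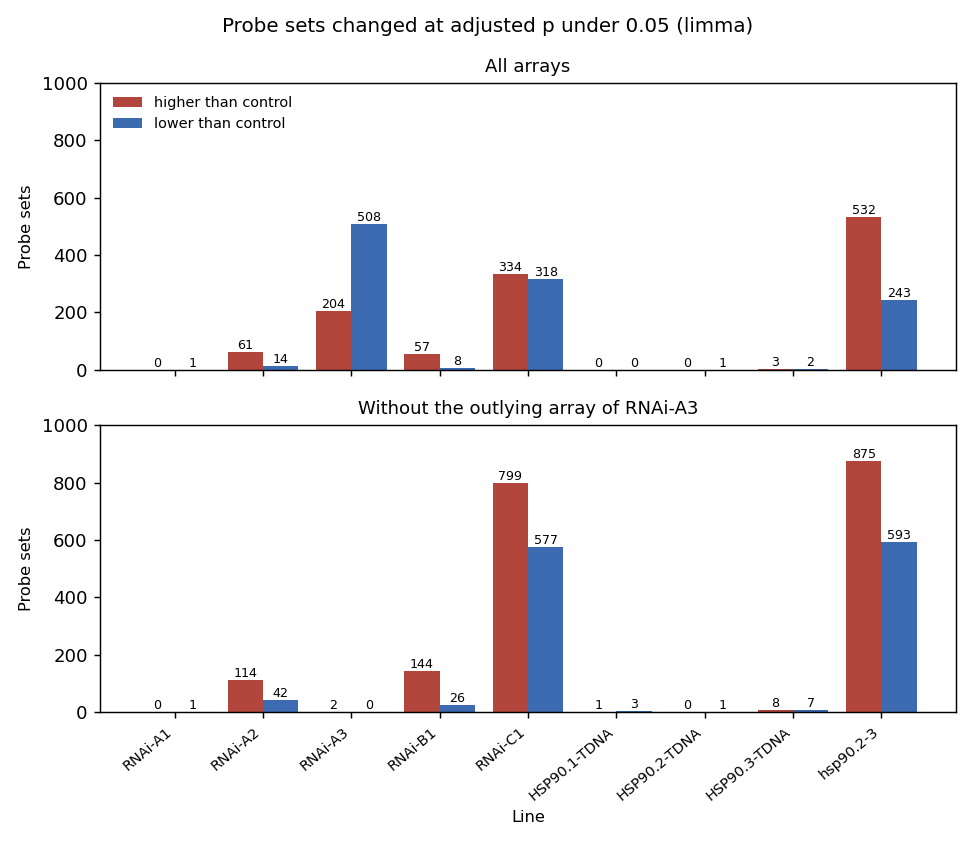
Number of probe sets (vertical axis) higher or lower than the control at an adjusted p under 0.05 from limma in each HSP90-reduced line (horizontal axis), with all arrays (top) and without the outlying array of RNAi-A3 (bottom). With all arrays RNAi-A3 has 204 higher and 508 lower, and without that array it has 2 higher and 0 lower.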

Using the several hundred significantly changed genes in each line, we determined if the significant genes had an increased frequency, when compared to all genes on the array, of Gene Ontology (GO)-defined biological processes, molecular functions, and cellular components [42] with GeneMerge [43]. All enrichments and corresponding significances are included in Dataset S1.

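Over the mean of all 9 HSP90-reduced lines, each against its own control, 161 probe sets were higher and 40 lower at an adjusted p under 0.05 (260 and 74 without the outlying array). These calls treat samples as the unit. With line means as replicates and experiment as a block, 0 probe sets were called over the 9 lines (933 at an unadjusted p under 0.05 from limma) and 0 over all RNAi lines (731), so no call over several lines, here or below, holds with lines as the unit. A Welch t-test of all samples of the 9 lines, pooled against all control samples with no term for experiment, called 3 after adjustment. The Methods do not describe such a pooled test. When *hsp90.2-3* was left out, 72 were called in the remaining 8 lines. The largest increase among the named genes that moved the same way in every line was that of *PUB19* (AT1G60190). Its signal was 944 ± 565 (SD, n = 24) in the HSP90-reduced lines and 417 ± 138 (SD, n = 11) in the controls. The log2 change was 1.06 (standard error 0.17, adjusted p = 0.00132 from limma). The next was *AT4G28140*, with a log2 change of 0.96 (standard error 0.14, adjusted p = 0.000756). The other named genes that were higher in all 9 lines by this rule were led by *AT4G24110*, *EXLA2* and *AT1G16850*, with log2 changes of 0.94, 0.75 and 0.75. Lower in all 9 lines were *XTH16*, *AT3G57490* and *AT3G25940*, whose log2 changes were -0.36, -0.35 and -0.28. Without the outlying array, *AT3G57490* and *AT3G25940* did not pass the threshold (adjusted p of 0.0557 and 0.085).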

A comparison of all HSP90-reduced lines versus all controls reveals that the environmental responsiveness of the HSP90-reduced plants is generally altered. For example, the biological processes “response to abscisic acid stimulus” (p = 0.0002; hypergeometric distribution test with multiple comparison correction), “response to water deprivation” (p = 0.0004), and “jasmonic acid biosynthetic process” (p = 0.037) were significantly enriched among upregulated genes. Similarly, the molecular function “transcription factor activity” (p = 0.008) was significantly enriched among upregulated genes, consistent with HSP90's established role in the maturation of signal transduction proteins in other organisms [2], [3].

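The lists tested here were written from gene names and are not GO categories. Of 37 genes of the response to abscisic acid and water deprivation, 3 had a named probe set that passed the filter. Over all 9 HSP90-reduced lines, 2 of the 3 were higher at an adjusted p under 0.05 from limma, and 2 when adjusted over the list alone. *LEA4-5* had a signal of 147 ± 103 (SD, n = 24) in the HSP90-reduced lines and 50.5 ± 33.4 (SD, n = 11) in the controls. This is a log2 change of 1.09 (standard error 0.26, adjusted p = 0.0372). *COR47* had a log2 change of 0.34 (standard error 0.07, adjusted p = 0.0137) and was higher in each of the 9 lines. *LTI30* had a log2 change of 0.41 and did not pass (adjusted p = 0.422). By the rule of the Methods, 1 of these 3 genes was at least 1.5-fold higher, against 0.475% of all named genes tested, and a one-sided Fisher exact test for the list gave a p of 0.0142 (adjusted p = 0.256 over 18 lists in both directions). Of 18 genes of jasmonic acid biosynthesis, 2 were tested and 0 were called by limma, while 1 was higher at an unadjusted p under 0.05. *OPCL1* had a log2 change of 0.23 (standard error 0.10, unadjusted p = 0.0365, adjusted p = 0.372). The other gene, *AIM1*, had a log2 change of -0.13 (adjusted p = 0.587). From enrichments over all genes of the array, the paper states that the responsiveness of HSP90-reduced plants to the environment is altered.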

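Transcription factors were taken here as the genes whose symbol or synonym starts with a family name such as WRKY, MYB or bZIP, which gave 46 tested genes. Over all 9 HSP90-reduced lines, 0 of the 46 were at least 1.5-fold higher by the rule of the Methods and 1 was lower. As 0.475% of all named genes tested were higher by this rule, the 0 cannot tell enrichment from its absence. The decrease of 1 gene was called enriched (one-sided Fisher exact test, p = 0.0189, adjusted p = 0.0378 over both directions). At an adjusted p under 0.05 from limma, 1 of the 46 was higher and 1 lower. The higher gene, *AT1G30260*, had a log2 change of 0.53 (standard error 0.11, adjusted p = 0.00744). The lower gene, *BHLH101*, had a log2 change of -0.79 (standard error 0.18, adjusted p = 0.0278). In *hsp90.2-3*, 5 of the 46 were at least 1.5-fold higher, against 4.31% of all named genes tested (Fisher p = 0.0467, adjusted p = 0.0934). In RNAi-C1, 4 of the 46 were at least 1.5-fold lower (adjusted p = 0.0123), although all 4 transcription factors called by limma in this line were higher. These were *AGL19*, *FD*, *bZIP58* and *bZIP44*, with log2 changes of 1.16, 0.94, 0.89 and 0.81. In all RNAi lines together 2 of the 46 were at least 1.5-fold lower (adjusted p = 0.00334), an enrichment that was not called without the outlying array.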

When examining GO category enrichments in individual lines, many more significant values were found in the HSP90-RNAi lines than in the HSP90-TDNA lines, likely due to the observed heat-stress induction in the latter. 

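The gene lists gave few calls in either kind of line. By one-sided Fisher exact tests of 18 lists in both directions, adjusted within each line, RNAi-A1 had 1 call, RNAi-A2 and RNAi-A3 had 0, RNAi-B1 had 2 and RNAi-C1 had 1. HSP90.1-TDNA, HSP90.2-TDNA and HSP90.3-TDNA had 0 each. At an unadjusted p under 0.05 the same tests gave 2, 4, 0, 8 and 2 in the HSP90-RNAi lines, and 1, 3 and 1 in the HSP90-TDNA lines. The counts of adjusted calls were the same without the outlying array. In RNAi-B1, the genes beside the mapped inserts were enriched among increases (2 of 4 genes tested, adjusted p = 0.0252), but 1 of the 2 genes, *AT4G10790*, holds the insert of Control-1 and is low in that control line; against Control-3 alone it was 0.14 higher on the log2 scale and did not pass the rule. The other 3 calls in these lines were decreases of the jasmonic acid response list, of which 3 genes were tested. Among these, *PDF1.2b* was measured by a probe set whose probes can also match related transcripts. Its change and that of *PDF1.2* may therefore not be separate signals, although the Fisher test counts them as separate genes. Whether the number of calls differs between the kinds of line was not tested.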

The hypothesis that HSP90 functions to allow the plant to respond appropriately to environmental cues was strongly supported by the analysis of individual HSP90-RNAi lines. Enriched biological processes included responses to various hormones and abiotic and biotic stresses and stimuli. 

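In RNAi-A2, the named gene with the largest increase among those whose samples all lay above every control sample was *AT5G50360*. Its signal was 309 ± 0.225 (SD, n = 2) in RNAi-A2 and 28.3 ± 13.7 (SD, n = 6) in Control-1 and Control-3, a log2 change of 2.94 (standard error 0.45, adjusted p = 0.00107 from limma). It was also higher in RNAi-B1, by 2.51 (adjusted p = 0.000853), and in RNAi-C1, by 1.38 (adjusted p = 0.0436). In RNAi-A3 it was higher by 2.30 with the outlying array (adjusted p = 0.0363) and by 1.70 without it (adjusted p = 0.293). In RNAi-B1, *CHI* had the largest increase of a named gene by this rule, with a signal of 1363 ± 82.6 (SD, n = 3) against 186 ± 29.5 (SD, n = 6). Its log2 change was 2.79 (standard error 0.52, adjusted p = 0.00685 from limma). *AT3G13610* and *GH3.3* were higher in this line by 2.65 and 1.50 on the log2 scale. The named gene with the largest decrease in RNAi-B1 was *APA1*, with a log2 change of -1.83 (standard error 0.10, adjusted p = 5.41e-12). In RNAi-C1, *SAG29* had a log2 change of 2.40 (standard error 0.62, adjusted p = 0.028). Among named genes, the largest decreases there were those of *AT4G16260*, *AT5G51890*, *GH9B13*, *EXPA8* and *AT1G33811*, with log2 changes from -1.93 to -1.55. No named gene met this rule in RNAi-A1. Dataset S1 lists genes in its enriched categories for each line, chosen by the paper on the same samples, so the following is not independent evidence. Of its genes found here, 66 of 66 decreased and 31 of 31 increased in RNAi-A1 as listed, 68 of 70 and 211 of 211 in RNAi-A2, 43 of 61 and 17 of 18 in RNAi-A3 (58 of 58 and 17 of 17 without the outlying array), 46 of 46 and 142 of 142 in RNAi-B1, and 115 of 115 and 243 of 243 in RNAi-C1.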

The “endomembrane system” cellular compartment category was consistently enriched in genes with significantly altered expression. Most of the genes contributing to this category enrichment were again those involved in responses to environmental stimuli. Unlike the single isoform insertion mutants, the *hsp90.2-3* mutant extensively shared the enrichments in environmental response categories observed with the HSP90-RNAi lines.

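Across the 17254 probe sets, the log2 changes of *hsp90.2-3* and the mean changes of the 5 HSP90-RNAi lines had a Pearson r of 0.259 and a Spearman rho of 0.194. These lines share no control sample, and genes are not independent replicates. The Pearson r was -0.03 for HSP90.1-TDNA, 0.01 for HSP90.2-TDNA and 0.10 for HSP90.3-TDNA. Leaving out 1 biological sample at a time gave an r for *hsp90.2-3* from 0.159 (without RNAi-A3 replicate 1) to 0.291, and leaving out the outlying array gave 0.324. Of the 70 probe sets called in all RNAi lines, 59 moved the same way in *hsp90.2-3*, and 41, 43 and 54 in the HSP90-TDNA lines. Among them, 39 were also called in *hsp90.2-3* in the same direction, against 1.96 for independent lists of the same sizes. Without the outlying array 115 were called in all RNAi lines, of which 98 moved the same way in *hsp90.2-3* and 67 were called there, against 5.57 for independent lists. In the HSP90-TDNA lines, which had only 0, 1 and 5 calls with all arrays, 0, 0 and 2 were shared, against 0, 0.000695 and 0.0115 for independent lists. The gene lists called by camera in both *hsp90.2-3* and all RNAi lines numbered 0 of 2 tested, and camera gave no unadjusted p under 0.05 for either list in these comparisons. By the Fisher tests, *hsp90.2-3* had 2 lists enriched among increases, those of abscisic acid and water deprivation (3 of 3 genes, adjusted p = 0.00286) and of pathogen-triggered defence (2 of 2 genes, adjusted p = 0.0333). Neither was called in all RNAi lines, where cell wall loosening (1 of 2 genes, Fisher adjusted p = 0.0484, not called without the outlying array) and the jasmonic acid response were enriched among decreases. In the latter list, *PDF1.2* and *PDF1.2b* may not be separate signals. *LEA4-5* was higher in *hsp90.2-3* by 1.99 on the log2 scale (standard error 0.55, adjusted p = 0.0341 from limma). *COR47* was higher by 0.95 (standard error 0.15, adjusted p = 0.000382), and *LTI30* by 1.33 (adjusted p = 0.0737). *PUB19* had a signal of 1745 ± 634 (SD, n = 3) against 296 ± 89.2 (SD, n = 3) in Col-0, a log2 change of 2.48 (standard error 0.36, adjusted p = 0.000157). *AT4G28140* and *AT5G50360* were higher by 2.66 and 2.61, while *AT1G13650*, *AT1G47400* and *AT5G20790* had log2 changes of -2.38, -2.34 and -2.27. The paper sets *hsp90.2-3* apart from the single isoform mutants because its enrichments in environmental response categories were shared with the HSP90-RNAi lines.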

### Response to Herbivory

Previous studies have demonstrated that HSP90 inhibition results in the attenuation of several R-gene signaling pathways, leading to increased sensitivity to biotrophic pathogens, including viruses, microbial pathogens, and certain metazoan parasites [18]–[24]. R-gene-dependent defense involves salicyclic acid (SA) mediated signaling [25]. SA-mediated defense against microbial pathogens and jasmonic acid (JA)-mediated defense against insect herbivores [44] have been suggested to be antagonistically regulated [45], [46]. 

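Of the 2 genes of jasmonic acid biosynthesis tested, *OPCL1* was called higher in *hsp90.2-3*, with a signal of 1367 ± 219 (SD, n = 3) against 804 ± 20.4 (SD, n = 3) in Col-0. Its log2 change there was 0.74 (standard error 0.22, adjusted p = 0.0451 from limma). Its log2 change in the 3 HSP90-TDNA lines was 0.22, 0.23 and 0.33, and in RNAi-A1 to RNAi-C1 it was -0.29, 0.21, 0.17, 0.45 and -0.02, with no adjusted p under 0.05 in these lines. *AIM1* was not called in any line, and its largest change was -0.66 in RNAi-A3 (adjusted p = 0.0711, including the outlying array). No gene of salicylic acid biosynthesis had a named probe set, so that list of 11 genes was not tested. Of 15 genes of the salicylic acid response, 2 were tested and 0 were called in any line by limma. At an unadjusted p under 0.05, *GRX480* was higher in RNAi-A2, RNAi-B1, HSP90.2-TDNA and *hsp90.2-3*, by 0.66, 0.71, 0.68 and 0.64 on the log2 scale. *SAG101* had log2 changes from -0.40 in HSP90.1-TDNA to 0.32 in RNAi-A1. Of 25 genes of the jasmonic acid response, 3 were tested, *PDF1.2*, *PDF1.2b* and *THI2.1*. *PDF1.2b* (measured by a probe set whose probes can also match related transcripts) was lower in all RNAi lines together, with a signal of 1867 ± 973 (SD, n = 12) against 4198 ± 976 (SD, n = 8). The log2 change was -1.50 (standard error 0.33, adjusted p = 0.0309 from limma). Its largest change in a single RNAi line was -3.87 in RNAi-A1, which did not pass (adjusted p = 0.0658). *PDF1.2* had a log2 change of -1.42 in all RNAi lines (adjusted p = 0.0773) and of 1.93 in *hsp90.2-3* (adjusted p = 0.0714). When adjusted over the list alone, 2 of the 3 were lower in all RNAi lines and 1 was higher in *hsp90.2-3*.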

Our expression analysis is in agreement with this antagonistic regulation, as it revealed that plants reduced in HSP90 generally display upregulation of genes involved in jasmonic acid biosynthesis and that several lines exhibit downregulation of salicylic acid biosynthesis genes. Therefore, we used caterpillars of the cabbage looper *Trichoplusia ni* to test the basal resistance of all HSP90-reduced lines to a generalist herbivore.

Plant resistance to the herbivore was quantified by the dry weight of a single caterpillar after seven days of feeding on a single plant, as weight gain of the caterpillar is inversely correlated to plant resistance. To control for possible effects of microenvironments, all experiments were randomized with respect to plant genotype. No consistent significant change in basal resistance was observed for individual T-DNA insertion mutants or for the HSP90-RNAi lines except for RNAi-B1, which was more resistant than the control. The most significant and reproducible difference to controls was observed with the *hsp90.2-3* mutant, known to be more sensitive to biotrophic pathogens, which was significantly more resistant to herbivore attack. In this experiment, we also observed that the *hsp90.2-3* mutant plants flowered significantly later than the control in these growth conditions (data not shown), consistent with the later flowering time of other HSP90-reduced plants reported above.

Previous studies have established that plants induce lasting responses to herbivores upon attack [47]. We next addressed whether the constitutively upregulated defense responses of the *hsp90.2-3* mutant are already maximal or whether they could be further induced. One three-day old *T. ni* caterpillar was caged on one standardized leaf per plant for 24 hours. Plants were allowed to recover and induce resistance for four days, after which a second *T. ni* was added as before. The *hsp90.2-3* could indeed induce further resistance (Fig. 8). This experiment also included the HSP90.1-TDNA and HSP90.2-TDNA insertion mutants, which were not significantly different from the control without induction. Interestingly, both these lines were significantly more resistant than the control after the induction treatment.

**Figure 8:**
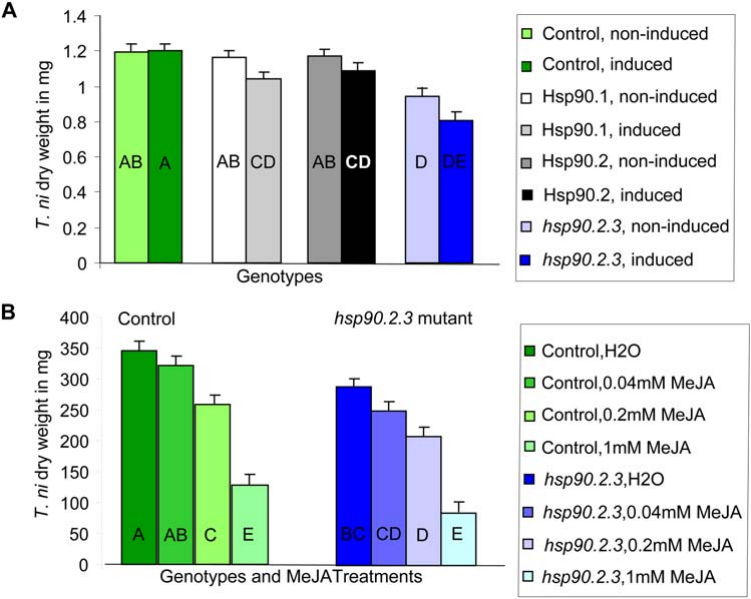
Response to herbivore attack differs in HSP90-reduced lines. Response to herbivory was measured by *T. ni* caterpillar dry weight. Least-squares means of caterpillar weight are plotted for each genotype and treatment (see Methods). Top: Basal and induced herbivore responses. For each pair, lighter colors denote basal response, darker colors indicate response after prior herbivore attack. Bottom: Herbivore response after treatment with different concentrations of Me-JA. Control in shades of green; *hsp90.2-3* in shades of blue. Lighter colors indicate higher Me-JA concentration. Statistical analysis by pairwise Student's t-tests; the response of lines sharing any letter is not statistically different. Separate statistical analysis conducted for top and bottom panels.

A final experiment examined whether the constitutive resistance observed in the *hsp90.2-3* mutant resulted in saturation of JA signaling. Three concentrations of methyl-JA (Me-JA) were applied to *hsp90.2-3* and control plants, followed by the *T. ni* resistance bioassay. In both genotypes, herbivore resistance increased with increasing concentrations of Me-JA. However, the *hsp90.2-3* mutant was more resistant than the control for a given concentration of Me-JA (Fig. 8). Thus, the signaling capacity of the JA pathway is not saturated in the *hsp90.2-3* mutant. The observed additive effect of genotype and treatment does not exclude the hypothesis that reductions in HSP90 capacity result in increased herbivore resistance by a JA-independent pathway. In summary, the increased sensitivity to microbial pathogens and decreased sensitivity to herbivores of the *hsp90.2-3* mutant suggest an important role for HSP90 in the integration of diverse environmental stimuli into appropriate organismal responses.

## Discussion

Our analysis of plants with genetically reduced HSP90 levels establishes that HSP90 is crucial to maintain wild-type morphology against stochastic developmental or environmental perturbation. Further, we demonstrate that HSP90 is a central regulator of the plastic responses of plants to their environment.

To determine the phenotypic consequences of reduced HSP90 function in *A. thaliana*, we employed complementary sets of HSP90-reduced lines, comparing lines with multiple cytosolic isoforms reduced via an RNAi approach with T-DNA insertion lines representing null mutants of individual isoforms. Note that the HSP90 reduction in these lines is not severe enough to interfere with plant viability or the health of most tested individuals. Therefore, these lines allow the assessment of traits which are most dependent on full HSP90 function.

To control for possible insertion site effects of the RNAi constructs, five independent HSP90-RNAi lines were analyzed, and constructs with sequence specificity to three different portions of the HSP90 isoforms were used. 

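The overlap between lines was counted at an adjusted p under 0.05 from limma. Among the 5 HSP90-RNAi lines, 556 probe sets were higher in 1 line, 29 in 2, 10 in 3 and 3 in 4, while 825 were lower in 1 line and 12 in 2. Without the outlying array, 889, 61, 16 and 0 were higher in 1, 2, 3 and 4 lines, and 616 and 15 were lower in 1 and 2. With 0 increases called in RNAi-A1, none could be called in all 5 lines. Lines of the same experiment share their controls, which alone can give an overlap. In 20 simulated sets of unchanged lines against the same controls, the highest number shared by at least 2 lines was 0. These simulated lines had at most 1 call each and hold no difference particular to 1 control line, so this value says little about the real overlap. RNAi-A2 and RNAi-B1, which carry different constructs, had 24 increases in common, against 0.202 for independent lists. When RNAi-A2 was compared with Control-1 alone and RNAi-B1 with Control-3 alone, 12 increases were in common, against 0.0927 for independent lists, and 13 with the controls exchanged. This pair had the largest overlap. With the controls divided in this way and all arrays kept, the pairs with RNAi-C1 had 2 to 6 increases in common. No pair then had a decrease in common. Without the outlying array, the pairs with RNAi-C1 had 6 to 11 increases in common, against 1.91 to 2.60 for independent lists. RNAi-A2 and RNAi-B1 had 22 and 23 in that setting, and every pair had 1 to 3 decreases in common. RNAi-A3 and RNAi-C1 had 11 increases in common, against 3.95 for independent lists, and 7 decreases, against 9.36. They had 9 calls in opposite directions. These counts rest on RNAi-A3 calls that include the outlying array. Without that array RNAi-A3 had 2 calls, and this pair had 1 increase in common, 0 decreases in common and 1 call in opposite directions. The 3 probe sets higher in 4 lines were those of *AT5G50360* and *AT1G64380* and 1 with no gene named. They were called in RNAi-A2, RNAi-A3, RNAi-B1 and RNAi-C1 with all arrays, and in RNAi-A2, RNAi-B1 and RNAi-C1 without the outlying array. In RNAi-A3 their log2 changes were 2.30, 0.79 and 1.22 in this order with all arrays, and 1.70, 0.88 and 1.23 without that array. In RNAi-A1 they were -0.11, 0.93 and 1.01. Of 6 genes beside the mapped inserts, 4 were tested, and whether an insert causes a change was not tested. *AT1G42980*, which lies beside the insert of RNAi-B1, had a signal of 118 ± 16.9 (SD, n = 3) in that line and 44.6 ± 13.0 (SD, n = 6) in its controls. This is a log2 change of 1.16 (standard error 0.20, adjusted p = 0.00314), and the gene was called in no other line. *AT4G10790*, whose 3′ untranslated region holds the insert of Control-1, had a signal of 355 ± 18.8 (SD, n = 3) in Control-1 and 819 ± 29.9 (SD, n = 3) in Control-3. It was called higher in RNAi-A2, RNAi-B1 and RNAi-C1, by 0.65, 0.73 and 0.75 on the log2 scale, against the mean of both control lines. Against Control-3 alone these changes were 0.07, 0.14 and 0.16, without an adjusted p under 0.05, so the calls come from the low value in Control-1. The genes beside the inserts of Control-2 and Control-3, *AT1G26330* and *AT1G25570*, were called in no line.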

As HSP90-dependent phenotypes tend to be shared among the different HSP90-reduced lines and our analysis of the whole-genome expression data suggests that off-target effects are highly unlikely, we conclude that our results represent a true description of the effects of modest HSP90 reduction in *A. thaliana*. Indeed, the HSP90-RNAi set may more faithfully reveal effects of reduced HSP90, as these lines, unlike individual constitutive HSP90-TDNA lines, display neither compensation through upregulation of the inducible isoform nor mild induction of the heat-shock response. All the HSP90-reduced lines described in detail are in the Col-0 background; therefore, we do not here address the buffering of polymorphic genetic variation by HSP90 [5]. Analysis of other accessions may reveal that Col-0 is genetically predisposed to exhibit some of the revealed phenotypes upon reduction of HSP90 function.

Our comprehensive quantitative analysis of seedling phenotypes in genetically HSP90-reduced plants extended the previous qualitative study of seedlings with HSP90 partially inhibited by GDA [5]. In seedlings, both methods of HSP90 reduction resulted in similar morphological abnormalities, such as altered leaf shape, organ number, and pigment accumulation. As isogenic plant seedlings may display significant phenotypic variability even in highly controlled environments, we established a standardized set of common morphological abnormalities (Fig. 3) whose frequency was assessed across a population randomized by genotype by a scientist lacking knowledge of plant identity. Both sets of genetically reduced HSP90 lines showed a significant increase in morphological abnormalities relative to their respective controls (Fig. 4). 

These data are consistent with our previous findings that HSP90 may promote developmental robustness, such that a decrease in HSP90 function results in an increase in the frequency of stochastic developmental events, thereby amplifying phenotypic variation in an isogenic population. Developmental stability is often measured by the faithful development of repeated characters such as leaves. HSP90 reduction led to a significant increase in early leaf number defects, exacerbated by further challenge with higher temperature. Similarly, reduction of HSP90 function has also been linked to increased stochastic variation in highly canalized characters in *Drosophila melanogaster* [9].

Both sets of HSP90-reduced lines display significantly increased frequencies of abnormal shoot meristem development. These alterations display a range of temperature-dependent expressivity, from abnormally narrow leaves to complete absence of adult leaf development. Affected plants normally recover later in development; however, this initial defect commonly results in the maintenance of multiple primary shoot meristems in the adult plant.

The timing of flowering is among the most important decisions in the plant lifecycle and requires the integration of multiple environmental signals through complex signaling pathways. HSP90-reduced lines consistently flowered later than controls, suggesting that the chaperone may play a role in either sensing or integrating environmental signals into the appropriate response.

Curiously, one phenotype, necrotic spots on leaves, was more frequently observed in both sets of control lines. We speculate that, given HSP90's established role in the maintenance of R-proteins, these spots may correspond to localized cell death in response to inappropriate activation of biotroph resistance pathways. The reduced incidence of necrosis in HSP90-reduced plants is consistent with the destabilization and degradation of certain R-proteins in an HSP90-reduced background.

Such diminuation of SA-dependent defense responses suggests that plastic responses regulated in an antagonistic manner may be upregulated. Indeed, our whole-genome expression analysis revealed that genes affecting JA biosynthesis tended to be upregulated, indicating that HSP90-reduced plants may display increased resistance to insect herbivores. While basal resistance was not reproducibly affected in the HSP90-RNAi or HSP90-TDNA lines, the stronger *hsp90.2-3* mutant consistently showed greater resistance to the generalist herbivore *T. ni*. When resistance was induced by prior caterpillar herbivory, both the *hsp90.2-3* mutant as well as the tested HSP90.1-TDNA and HSP90.2-TDNA lines were more responsive to the mild induction treatment than the control. Therefore, the resistance of the *hsp90.2-3* mutant represents greater expressivity of the phenotype. Our data mirror the observed sensitivity of the *hsp90.2-3* mutant to microbial pathogens, consistent with the suggested cross-regulation between the pathogen defense and herbivore resistance pathways. Note that, as with basal herbivore resistance, basal defense against microbial pathogens was not affected in the HSP90.2 isoform mutant. Thus, HSP90 is key to maintaining the responsive plasticity of the defense system; reduction of HSP90 function predisposes the plant to herbivore defense but renders it sensitive to pathogen attack.

Our results demonstrate the involvement of HSP90 in the plastic balance of defense responses. Our genome-wide expression analysis and previous studies reporting HSP90-dependent effects on other classical plastic responses, such as the response to light and gravitropism [5], [16], suggest that HSP90's effects on plant plasticity are generalizable to many different stimuli and that HSP90 plays a global role in the environmental responsiveness of plants. The plant system, in particular with the comprehensive set of HSP90-reduced lines presented here, provides a unique opportunity to further investigate the hypothesis of HSP90 as a central interface between organism, development, and environment.

## Materials and Methods

### Construction of HSP90-Reduced Lines

DNA constructs were created following the procedures in [34]. Using the pCGN1547 vector backbone [48] modified with a cauliflower mosaic virus 35S promoter and a nopaline synthase terminator [49], fragments of HSP90 sequence were cloned in tandem antisense and sense orientation, thus forming a dsRNA hairpin upon transcription. Four different fragments of the coding sequences of HSP90 were used: bases 678-1154 of *HSP90.1* (At5g52640) (RNAi-A), bases 1572-2100 of *HSP90.1* (RNAi-B), bases 1551-1941 of *HSP90.2* (At5g56030) (RNAi-C), and bases 310-695 of *HSP90.3* (At5g56010) (RNAi-D). The coding sequence of mGFP4 [50] was inserted between the antisense and sense HSP90 sequences to improve construct stability in bacteria. Control constructs contained the GFP fragment without any HSP90 sequence. All constructs were verified by direct sequencing.

*Agrobacterium tumefaciens* strain ASE was used to transform the constructs into *A. thaliana* (Col-0, laboratory stock from D. Preuss) plants by vacuum infiltration [51]. Transformed T_1_ seedlings were selected on germination (GM) [5] medium containing kanamycin (50 µg/mL). Kanamycin resistance was assayed by root elongation after 14 days of growth. Resistant seedlings were transferred to soil and allowed to self-pollinate. At least 100 T_2_ seeds per T_1_ line were grown on kanamycin-containing medium to determine the resistance segregation ratio. Nine plants of each line exhibiting a segregation ratio consistent with an insertion at a single locus were transferred to soil and self-propagated. Resulting T_3_ seeds were assayed for full kanamycin resistance; fully resistant lines were used for further experiments. For some experiments, lines were backcrossed twice to the wild-type Col-0 parent, self-propagated, and fully kanamycin-resistant lines were re-isolated. The Shahdara (CS6180) lines shown in Fig. 7 were created in a similar manner.

Insertion sites were localized by TAIL-PCR, using degenerate primers AD2 or AD3 and PCR conditions as described in [35]. Construct specific right and left border primers were from [52]. The insert locations were: for RNAi-A2, ∼700 bp 3′ of *At2g04870*; for RNAi-A3, ∼100 bp 3′ of *At2g06200*; for RNAi-B1, ∼500 bp 5′ of *At1g42980*; for control-1, in the 3′UTR of *At4g10790*; for control-2, ∼100 bp 3′ of *At1g26330*; and for control-3, ∼1200 bp 5′ of *At1g25570*. Exact locations could not be determined for RNAi-A1 or RNAi-C1.

*A. thaliana* (Col-0) containing a T-DNA insert in either *HSP90.1* (SALK_075596), *HSP90.2* (SALK_058553), or *HSP90.3* (SALK_011160) [32] were obtained from the Arabidopsis Biological Resource Center. Lines homozygous for each insert were isolated by PCR and were verified to be true-breeding by the PCR analysis of several progeny.

### Assessment of HSP90-Reduction

For the analysis of HSP90 levels by quantitative Western blot, seeds were plated randomized with respect to genotype on GM medium. HSP90-RNAi and HSP90-TDNA lines were grown separately. The HSP90-RNAi seeds were T_3_ generation without backcrossing. Plates were cold-treated at 4°C for four days to ensure equal germination and incubated at 22°C under 100 µmol m^−2^ s^−1^ cool-white light in a 16 hour light/8 hour dark (long-day) cycle. The aerial portions of individual plants were harvested after fourteen days of growth and were immediately frozen in liquid nitrogen. The plants were individually ground to a powder in microfuge tubes, on dry ice, using disposable plastic pestles. Lysis buffer (50 mM Tris-HCl, 100 mM NaCl, 2 mM EDTA, and 1% NP-40) was added to the powder on ice and mixed by pipetting. Five plants from each line were pooled for each data point, with two biological replicates for each line. Protein concentrations were measured using the Biorad DC protein assay and were equalized by addition of buffer. Equal amounts of each line were loaded onto an SDS Page gel. A standard curve of one of the control accessions, control-1, was run on each gel. Proteins were transferred from the gels to PVDF membranes and Western blotted for HSP90 using an *A. thaliana*-specific rabbit polyclonal antibody [36]. Presence of the secondary was detected using ECL reagent and film. Bands on the film were quantitated using an Alpha Innotech Imager and its accompanying Chemi Imager Alpha Ease FC software, with experimental samples plotted on the standard curves generated by the control samples.

For the quantitation of HSP90 levels by RT-PCR, seedlings were grown on soil (Fafard #2), with 10 plants per 4” pot. The HSP90-RNAi seeds used were T_3_ and T_4_ generations without backcrossing. Aerial tissue from 14 day old plants which had been heat shocked at 37°C for two hours was harvested and flash frozen in liquid nitrogen. Plants (5−10) for individual genotypes were pooled and manually ground in liquid nitrogen. Total RNA was isolated using the SV Total RNA Isolation kit (Promega) protocol on the ground tissue, omitting the DNase treatment in the manufacturer's protocol. Ten µg of eluted total RNA was treated with DNA-free DNase Treatment (Ambion). One hundred µL of supernatant from this step was used in a second Turbo DNA-free DNase Treatment (Ambion). RNA was precipitated with NaOAC and isopropanol, washed with 75% ethanol, and resuspended in 20 µL water. For accurate quantitation, the RNA was assayed with the Quant-iT RiboGreen RNA Assay Kit from Molecular Probes (Invitrogen). After Ribogreen quantitation, 500 ng of RNA was used in a random primed first strand synthesis reaction: Five hundred ng RNA was mixed with 1 µL 250 ng/µL random primers (Invitrogen 48190-011), 1 µL dNTP's (Invitrogen 18427-013), and water for 10 µL total volume. The mixture was incubated at 65°C for five minutes, then 4°C for two minutes. Four µL first strand buffer (Invitrogen), 2 µL of 0.1M DTT, and 1 µL of water were then added to each reaction, and the mixture was incubated at 25°C for two minutes. One µL SuperScript II RNase H Reverse Transcriptase (Invitrogen 18064-014) was added, and the mixture was incubated at 25°C for ten minutes, followed by 50 minutes at 42°C, 15 minutes at 70°C, and cooled to 4°C. The resulting cDNA was labeled with the QuantiTect SYBR Green PCR Kit (Qiagen 204143) in a DNA Engine Opticon PCR cycler (MJ Research) following the kit protocol. The cDNA was amplified by primers TGGTTCTGAAAACTTCTAATATGTCG and TGACACAAACCCAACCCTAGA, which amplify a portion of the 3′ untranslated region of *HSP90.1*. The PCR cycle employed was 95°C for 15 minutes, followed by 40 cycles of 94°C for 15 seconds, 55°C for 30 seconds, and 72°C for 30 seconds, with product concentration measurement at the end of each cycle. The standard curves used in the SYBR Green RT-PCR assay were derived from genomic *A. thaliana* (Col-0) DNA, purified with DNeasy Plant Maxi Kit (Qiagen 68163). This DNA was sheared by passing it through a BD 18× 1B needle attached to a 1 mL BD slip-tip disposable tuberculin syringe. The DNA was then quantitated with a spectrophotometer, and the concentration diluted to 2.5 ng/µL. Four 10:1 serial dilutions were made from this stock. These five standards were used to generate the standard curve, with each dilution run in triplicate. All samples were also run in triplicate, along with template-only controls. Determination of cycle time values were done with the Opticon Monitor 2 analysis software.

### Assessment of Phenotypic Diversity in Seedlings

Three hundred seventy-eight seeds from each of five HSP90-RNAi and three control lines, all backcrossed, were plated on gridded square petri plates containing GM media at an equally-spaced density of 36 seeds per plate. The experiment was randomized such that nine seeds of each line were placed randomly on each block of two plates. A second experiment was performed with the three T-DNA insertion lines, along with a Col-0 control (CS60000), with 504 seeds per mutant line and randomization within each plate. All seeds used in each experiment resulted from parental plants which had been propagated in the same flat and harvested at the same time.

Plates were stratified and plants grown as for the assessment of HSP90-reduction above. Morphologically deviant phenotypes were analyzed visually after ten days of growth. At this time, most plants displayed fully developed first true leaves and had initiated spirally phyllotactic leaves. Scoring was performed according to a standard rubric developed during pilot experiments. Each line had been included in at least one pilot experiment; the data presented here are from single experiments for the HSP90-RNAi and HSP90-TDNA lines. Data from pilot experiments were consistent with those presented here. The following traits were scored (Fig. 2): missing/extra organs; aberrant cotyledon shape, color, or expansion; aberrant leaf shape or color; failure to lift apical organs off the growth medium; delayed development such that spirally phyllotactic leaves were not visible; curled hypocotyl; and failure to germinate. Plants classified as “shoot meristemless” displayed no growth of apical-meristem derived organs when viewed under a dissecting microscope at 20× magnification. Plants without any standardized phenotype were scored as “no scored phenotype”.

A similar design was employed to assess the temperature dependence of observed morphological phenotypes. One control line and two HSP90-RNAi lines (RNAi-A2 and RNAi-C1) were used, with 360 seeds per temperature per line and randomization within each plate. Plant growth conditions were as above except that temperatures of 17°C, 22°C, and 27°C were used. To account for more rapid development at increased temperature, seedlings were scored at eight days after germination (27°C), ten days (22°C) and fourteen days (17°C), when the developmental stages were equivalent. A restricted set of phenotypes was scored.

The identities of all lines were arbitrarily coded before being given to the experimenter. Therefore, all plating and scoring was performed without knowledge of the genotype of each plant.

As no phenotypes were statistically different between the three control lines for the HSP90-RNAi lines, the controls were combined for statistical analysis. To compare the frequencies of extremely rare phenotypes (less than five occurrences in either group under comparison), we used Fisher's Exact Test (2-tailed). For more common phenotypes, a 2-tailed Yates-corrected χ^2^ test was employed.

### Assessment of Phenotypic Diversity in Adult Plants

We utilized the same seed batch of the 12 lines discussed in the assessment of phenotypic diversity in seedlings. The experiment was randomized such that each line occupied eight pots in a block of three flats with 32 pots per flat; five blocks were employed for a total of forty pots per line. Four to five seeds were planted in each pot in thoroughly wetted 50% Metro-Mix 200:50% Pro-Mix BX soil. The seeds were stratified on soil for four days at 4°C, followed by growth in a greenhouse environment (∼22°C with 100 µmol m^−2^ s^−1^ cool-white light in a long-day light cycle). Flat position was rotated daily to control for microenvironments within the greenhouse. Humidity domes were removed after ten days, and all seedlings were eliminated from each pot except for the one closest to the center. No germination defects were observed. Plants were watered as necessary until one week after the cessation of flowering and were then allowed to dry for at least a month before harvest.

Flowering was defined as the date the primary bolt reached 2 cm in length. Longest leaf measurements were performed one week after flowering. Plant height and the number of siliques on the primary stem were measured at the cessation of flowering; the longest stem was used for plants with multiple primary stems. Seeds were harvested before the dry mass of above-ground tissues was measured. The mass of a counted number of seeds (∼200 per line) was measured to determine average seed mass.

No statistical differences were observed between the control lines for the HSP90-RNAi plants; therefore, these lines were combined for analysis. Multiple linear regression was used to estimate least-squares means of each trait for each line. Genotype, flat, and position within the flat (corner, edge, or interior) were treated as fixed variables. A second model adding the presence of multiple meristems as a fixed variable was created for each trait to test if observed genotypic differences could be explained by this morphological trait. Tukey's HSD post-hoc test was used to examine whether differences between lines were significant. The significance of primary shoot number distributions was tested with Wilcoxon tests.

### Genome-wide Expression Analysis

The same seed batches were used as for the quantitative Western blots, and seedlings were grown under the same conditions. Aerial tissue was harvested from 14 day old seedlings and flash frozen in liquid nitrogen. Ten plants were pooled for each genotype and manually ground in liquid nitrogen. Total RNA was isolated using the SV Total RNA Isolation kit (Promega) protocol on the ground tissue, omitting the DNase treatment in the manufacturer's protocol. Eluted total RNA was treated with RQ1 Rnase-free DNase (Promega). A 65°C, 15 min incubation step inactivated the enzyme, instead of the kit's Stop Solution. Multiple identical RNA isolations were pooled and concentrated with the RNeasy (Qiagen) cleanup protocol. 50–60 µL of solution was eluted, with 8 µg of the purified RNA was used in the standard Affymetrix cRNA labeling and hybridization protocols (http://www.affymetrix.com/support/technical/manual/expression_manual.affx) on Affymetrix ATH-1 microarrays. Three differerent experiments were performed. One experiment included lines RNAi-A1, RNAi-A3, and Control-2, with two biological replicates and one technical replicate per line. The second included lines RNAi-A2, RNAi-B1, RNAi-C1, Control-1, and Control-3, with three biological replicates per line. The third included the three single-isoform T-DNA insertion lines, along with the Col-0 control, with three biological replicates per line. All array data have been submitted to the Gene Expression Omnibus with accession number GSE7796.

All data from different experiments were pooled for preprocessing and gene expression index calculation using the Probe Logarithmic Intensity Error (PLIER) algorithm (http://www.affymetrix.com/support/technical/technotes/plier_technote.pdf). Probe sets that were below detection range across all the samples were excluded before statistical comparison. Average expression for each line was calculated by averaging across technical replicates, then averaging across biological replicates. Statistical significance was calculated by a two-way ANOVA or by Welch's t-test, depending on whether the experiment contained technical replicates. Fold changes were calculated from the average expression for each line divided by the average expression in all controls used in the same experiment. Fold changes for combined HSP90-RNAi, HSP90-TDNA, and all HSP90-reduced lines were calculated by averaging single-line fold changes converted to a linear scale.

For the analysis with GeneMerge[43], all genes with significance less than α = 0.05 were discarded. Genes were then sorted by average fold change. Lists of genes significantly upregulated by 1.5 fold or 2 fold or downregulated by 1.5 fold or 2 fold for each HSP90-reduced line were submitted to GeneMerge to determine enrichment in biological process, cellular component, or molecular function GO annotations.

### Response to Herbivory

Seeds were planted in 36-pot flats randomized with respect to genotype in thoroughly wetted Jiffy peat pellets. Three seeds were planted per pellet and were stratified for four days at 4°C. Flats were sealed with domes and parafilm to maintain high humidity during germination. Plants were grown in 12 hour light/12 hour dark cycles at ∼22°C under cool white light. Domes were removed after six days, weeded to a single plant per pot after eleven days, and fertilized with one-quarter strength Hoagland's solution [53] after fourteen days. The order of the flats was rotated daily to minimize the effects of local environmental variance.

*Trichoplusia ni* eggs were obtained from a highly inbred population (Entopath, Easton, PA) and were incubated at 28°C for two days to hatch. For the *T. ni* bioassays, the neonate larvae were caged to feed freely on single whole four-week old non-flowering plants for seven days according to [46]. Subsequently, caterpillars were removed, lyophilized, dried and weighed. Initial larval dry weight (∼10 µg) is insignificant relative to weight gain and was disregarded. For the induction experiments, at least 90 plants were used per genotype and treatment. For the induction treatment, one three-day-old *T. ni* larva was caged on the seventh leaf to feed for 24 hours. The leaf was subsequently removed and a bioassay caterpillar added as above. The same leaf was caged and removed on control plants which had no induction caterpillar.

Methyl-jasmonic acid (MeJA) was dissolved in water at three different concentrations (0.04mM, 0.20mM, 1mM) and applied to plants by aerosol spray. The plants were allowed to induce responses for two days, followed by addition of a bioassay caterpillar as above. Control plants were sprayed with water alone and were physically separated from MeJA treated plants only during spraying and induction to prevent cross-contamination. Thirty-six plants per genotype per treatment were used.

Caterpillar weight was approximately normally distributed. Least-squares means for caterpillar weight on each genotype were estimated with multiple-linear regression model including flat, treatment, genotype, and genotype×treatment interaction as fixed effects. Student's t-tests were employed to test for significant differences between genotypes.

## Supporting Information

Table S1 Morphological phenotype frequencies and associated p-values for seedling phenotypes in HSP90-RNAi lines. Top: P-values. Fisher's exact tests used for small sample sizes, otherwise chi-square tests; all tests are 2-tailed. * denotes comparisons which are not meaningful due to extremely rare observance of the phenotype (less than 0.8 percent in both lines under comparison). Bottom: Fraction of plants observed with each defined phenotype.
(0.00 MB TXT)

Table S2 Morphological phenotype frequencies and associated p-values for seedling phenotypes in HSP90-Salk lines. Top: P-values. Fisher's exact tests used for small sample sizes, otherwise chi-square tests; all tests are 2-tailed. * denotes comparisons which are not meaningful due to extremely rare observance of the phenotype (less than 0.8 percent in both lines under comparison). Bottom: Fraction of plants observed with each defined phenotype.
(0.00 MB TXT)

Table S3 Morphological phenotype frequencies and associated p-values for seedling phenotypes in HSP90-RNAi lines at different growth temperatures. Top: P-values. Fisher's exact tests used for small sample sizes, otherwise chi-square tests; all tests are 2-tailed. * denotes comparisons which are not meaningful due to extremely rare observance of the phenotype (less than 0.8 percent in both lines under comparison). Temperature effect p-values by logistic regression of temperature as a continuous variable versus phenotype presence as a nominal variable. ** denotes comparisons for which the logistic regression was not valid for the full temperature range. Bottom: Fraction of plants observed with each defined phenotype.
(0.00 MB TXT)

Dataset S1 Gene-Ontology Analysis. Significance was determined for all genes on the ATH-1 array by ANOVA comparison of normalized data from all control arrays versus all arrays from one HSP90-reduced line. All genes with p-value less significant that 0.05 (uncorrected for multiple comparisons) were discarded. Genes were then sorted by average fold change. Genes upregulated by 1.5 fold/2 fold or downregulated by 1.5 fold/2 fold were submitted to GeneMerge (http://www.oeb.harvard.edu/hartl/lab/publications/GeneMerge/GeneMerge.html) to determine enrichment in biological process, cellular component, or molecular function GO annotations. Fold changes for combined HSP90-RNAi, HSP90-Salk, and all HSP90-reduced sets were calculated by averaging fold changes converted to a linear scale. The following tables are in the format: Line name Fold Change GO Dataset GeneMerge header GO descriptor Fraction of genes with GO descriptor on ATH1 array Fraction of genes with GO descriptor significantly changed by fold change Raw e-score E-score corrected for multiple comparisons GO annotation Genes significantly changed with GO annotation
(0.80 MB TXT)

How the deposited data were processed for this re-analysis (not part of the article)

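The data are 38 ATH-1 arrays from 35 biological samples of 13 *Arabidopsis* lines: 5 HSP90-RNAi lines, 3 HSP90-TDNA lines, *hsp90.2-3* and 4 control lines. Each sample was a pool of 10 seedlings aged 14 days. The intensity values are MAS5 signals on a linear scale, 1 per probe set and array, which the authors, as deposited, scaled to a common target per array. No version of MAS5 is given. The Methods name PLIER in its place, but the mean of the values between the 2nd and 98th percentiles was 499.8 to 499.9 in every array, as MAS5 scaling leaves it. The table holds no filter on detection.

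Array medians ranged from 171 to 339, with a median of 196. Correlations of single arrays with the median profile were 0.976 to 0.988, except for 1 array of RNAi-A3 with 0.4995. This outlying array was kept in the values reported first, and the number of called probe sets in each line is given without it as well. The precision is set by 2 or 3 samples per line, and for dim probe sets by the background.

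Values were computed in R 4.3.3 with limma 3.58.1. An offset of 16 was added before log2, and technical replicates were averaged on that scale. The 64 control probe sets were left out. A probe set was tested if the mean of at least 1 line was above the 35th percentile of all values, a signal of 91.9, which left 17254 probe sets. The limma model held 1 mean per line with no other covariate, with 22 residual degrees of freedom and a prior of 3.54. P-values were adjusted by Benjamini-Hochberg over all probe sets tested, and an adjusted p under 0.05 was called changed. Adjusted and unadjusted p-values of genes are from limma unless a Fisher exact test is named. Signals are given as the mean ± SD of biological samples on the linear scale.

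Lines were compared with the controls of the same experiment: RNAi-A1 and RNAi-A3 with Control-2, RNAi-A2, RNAi-B1 and RNAi-C1 with the mean of Control-1 and Control-3, and the HSP90-TDNA lines with Col-0. For *hsp90.2-3*, whose experiment is not named, Col-0 was used too. Combined comparisons are means of the single-line changes over 5, 3 or 9 lines. The rule of the Methods is an unadjusted p under 0.05 with a change of at least 1.5-fold. Control-3 against Control-1 shows how many probe sets differ between control lines.

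Genes were named through the probe table and the gene table used here, only for probe sets with a single gene (13513; 503 have several and 8730 none). The paper and the part of Dataset S1 that was read were known when 27 gene lists with 391 entries were written, so some members were not chosen blind. Of these entries 63 were found among the probe sets tested, in 18 lists, 2 of which had at least 5 genes. These 2 were tested with limma's camera at a preset correlation of 0.01 and with an estimated correlation. All 18 were tested by one-sided Fisher exact tests of the genes past the rule of the Methods, adjusted over lists and directions within a comparison. Where a gene had several probe sets, that with the highest mean was used. Transcription factors were taken by the family names in gene symbols and synonyms.

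Genes named in the text are the cytosolic HSP90 genes, *HSP101* and the genes beside mapped inserts, the members of a list with the largest change, and per comparison up to 5 of the largest increases and 5 of the largest decreases among those called with every sample of the line on the same side of every control sample. For combined comparisons every single-line change had to have the same sign. No probe set is named for the cytosolic HSP90 genes, *HSP101* or any gene of salicylic acid biosynthesis, which are not analysed here. GO categories and the plant phenotypes were not used here.

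The alternatives were quantile normalization, offsets of 4 and 64, no filter or the 50th percentile, the replicate number within experiment as a block, only the samples of the lines compared, all 4 control lines, the first technical replicate only or all arrays with duplicateCorrelation, the methods' t-test (for all lines, although the Methods state another test where an experiment has technical replicates), a required 1.5-fold change, line means as replicates, combined sets with lines left out, and each sample left out in turn. The fit without the outlying array was added after its values were seen.

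The model was tested on simulated data without the outlying array, drawn with the mean and spread of each probe set, in which known changes were added to 1 comparison at a time. Of changes of 2-fold, 64.2% were called in RNAi-A1, 76.1% in RNAi-A2, 68.7% in RNAi-A3, 91.0% in RNAi-B1, 88.1% in RNAi-C1, 77.6%, 77.6% and 73.1% in the HSP90-TDNA lines, 88.1% in *hsp90.2-3* and 98.5% in all RNAi lines. Between 5 and 27 unchanged probe sets of 16663 were called per comparison. Camera called the heat-stress list in 10 of 10 comparisons when every gene of it was raised 2-fold, with genes drawn independently. A smaller rise of the list was not simulated, so this does not show that camera would call a slight response.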

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

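The tests chosen only after the result was seen are that of leaving out the outlying array for the calls in RNAi-A3, both tests of *hsp90.2-3* and that of single control lines for RNAi-C1.

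The first array of sample 2 of RNAi-A3 stood apart from the other arrays of its experiment on 3 measures. Its median signal was 339, its correlation with the median profile 0.4995 and the median signal of its spike-in control probe sets 581770. For these measures the gap to the nearest of the other arrays was 0.865, 0.986 and 0.999 of the whole range of the 9 arrays, each above Dixon's critical value. Chance passes this value in about 1 group in 20, and the 3 measures of 1 array are not independent.

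RNAi-A3 had 712 calls when this array was kept, more than any other RNAi line. Of these, 1 was called in the same direction without the array, so the calls depend on 1 array that stands apart from all others. Quantile normalization between arrays left 2540 calls, so this change of normalization did not remove them. As it keeps the order of probe sets within the outlying array, it cannot tell whether the authors' normalization adds to the calls. An effect of the RNAi construct in RNAi-A3 stays open. In the called direction, the median change of the 712 probe sets was 0.92 with all arrays, 2.70 in the outlying array and 0.26 over the other arrays, with quartiles of 0.15 and 0.45. As these probe sets were chosen from values that include the other arrays and the same control samples, the choice alone moves this median above 0. It is therefore no evidence for or against such an effect, which is left untested.

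The line *hsp90.2-3* differed from Col-0 in 775 probe sets, against 0, 1 and 5 for the HSP90-TDNA lines by limma (825 with an unadjusted p under 0.05 in HSP90.1-TDNA). By the methods' t-test after adjustment all 4 of these lines had 0 calls. With 3 samples against 3, these 0 counts neither show the contrast nor count against it. At an unadjusted p under 0.05 with 1.5-fold, the same test gave 740 in *hsp90.2-3*, against 59, 78 and 139 in the HSP90-TDNA lines. As the experiment of *hsp90.2-3* is not named, a batch difference from Col-0 cannot be told apart from the mutation as a part of the limma count. A batch difference unrelated to the genes changed in the RNAi lines, as the whole cause, is argued against by the calls in common with all RNAi lines. These were 39 in the same direction, where independent lists give 1.96 (67 and 5.57 without the outlying array). The value for independent lists takes no account of the estimate of the spread that all comparisons share. A batch difference that acts on those same genes would also give an overlap, and it was not tested. Of the 70 probe sets called in all RNAi lines, 59 moved the same way in *hsp90.2-3*, as a change shared with those lines predicts. In HSP90.1-TDNA, HSP90.2-TDNA and HSP90.3-TDNA, set against the same Col-0 samples, 41, 43 and 54 did. The sign alone thus hardly separates *hsp90.2-3* from HSP90.3-TDNA. Reduced HSP90 function and any other difference that *hsp90.2-3* and the RNAi lines both have from their controls stay open as sources of the part they share.

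RNAi-C1 had 652 calls, against 75 in RNAi-A2 and 65 in RNAi-B1, which were compared with the same controls. The number of samples (3, 2 and 3) does not separate RNAi-C1 from RNAi-B1. Leaving out 1 RNAi-C1 sample left at least 146 calls (without replicate 1), above the 75 of RNAi-A2 with all samples. Of these 146, 113 were lower, against 14 in RNAi-A2 and 8 in RNAi-B1 with all samples. Only 33 were higher, fewer than the 61 in RNAi-A2 and the 57 in RNAi-B1 with all samples. RNAi-B1 without 1 of its samples had 26 to 32 higher, so the 33 is not fewer at equal sample numbers for that line. Without replicate 2 or 3 of RNAi-C1, 216 and 178 were higher. Against 1 of the 2 control lines, RNAi-C1 had 430 calls with Control-1 and 341 with Control-3, where RNAi-A2 had 61 and 41 and RNAi-B1 had 50 and 47. A single control line as the source is thus argued against. A single sample is argued against as the source of the higher total and of the decreases. For the increases it is not, since without replicate 1 RNAi-C1 had fewer of them than RNAi-A2, which has 2 samples as well. A lost sample also lowered the increases of RNAi-B1, so the drop does not single out replicate 1. After quantile normalization RNAi-C1 had 415 calls and RNAi-A2 had 52, so the authors' normalization as the whole source of the higher total is argued against. Most of the increases depend on the scaling, since 334 probe sets were higher and 318 lower with all arrays, and 114 and 301 after quantile normalization (38 and 14 in RNAi-A2). A stronger effect of the construct in RNAi-C1 and an effect of its insert stay open as hypotheses, and neither was tested here. By the paper's Table 1, the HSP90 protein level of RNAi-C1 was about that of RNAi-A2 and above that of RNAi-B1, so a stronger reduction of the protein is not shown. The Methods give no exact location for its insert. Whether the count differs between lines was not tested.

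The mean change of the 3 HSP90-TDNA lines differed from that of the 5 HSP90-RNAi lines in 1 probe set at an adjusted p under 0.05, and in 1191 at an unadjusted p under 0.05 from limma. The probe set has no gene named in the table used here. The difference was -2.03 on the log2 scale (standard error 0.25, adjusted p = 0.000197 from limma). It comes from 1 line, HSP90.2-TDNA, where the change was -7.21, with a signal of 11.8 ± 12.7 (SD, n = 3) against 3898 ± 867 (SD, n = 3) in Col-0, lower in 3 of 3 samples. The change was -0.09 in HSP90.1-TDNA, 0.06 in HSP90.3-TDNA, 0.09 in *hsp90.2-3* and from -0.63 to -0.19 in the HSP90-RNAi lines. The paper reports that *HSP90.2* transcripts were almost absent in HSP90.2-TDNA. Whether this probe set measures *HSP90.2* cannot be told from the table used here, so it may be the disrupted gene itself.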

How the results depend on the processing

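The setting without the outlying array was chosen after the data were seen, as was leaving out samples for the likeness of *hsp90.2-3* to the RNAi lines; the other settings were chosen before the data were examined. A count is called moved when it is more than 1.5 times, or less than 1/1.5 of, the count with all arrays. The balance of increases and decreases was not stable. RNAi-C1 had 334 higher and 318 lower with all arrays, 114 and 301 after quantile normalization, and 76 and 120 with the first technical replicate only. RNAi-A3 had 204 higher and 508 lower with all arrays, 568 and 513 with no filter, and 3684 and 3567 with all 4 control lines. The heat-stress list, HSP90-TDNA lines minus HSP90-RNAi lines, held in 10 of 10 settings, with a mean from 0.02 to 0.26 and no camera call. The counts held in 11 of 14 settings for HSP90.2-TDNA, 11 of 15 for all TDNA lines, 8 of 14 for HSP90.3-TDNA and *hsp90.2-3*, 7 of 14 for HSP90.1-TDNA, RNAi-A2, RNAi-B1 and RNAi-C1, 5 of 14 for RNAi-A1 and 2 of 14 for RNAi-A3. They held in 7 of 16 settings for all HSP90-reduced lines, 8 of 20 for all RNAi lines and 4 of 13 for Control-3 against Control-1. Except where the construction of a setting is named, the cause of a change was not tested.

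Leaving out the outlying array gave 7 probe sets between the control lines, 4 in HSP90.1-TDNA, 15 in HSP90.3-TDNA, 156 in RNAi-A2, 2 in RNAi-A3, 170 in RNAi-B1, 1376 in RNAi-C1, 1468 in *hsp90.2-3*, 115 in all RNAi lines and 334 in all HSP90-reduced lines. Camera then called 0 gene lists. The probe sets shared by at least 2 RNAi lines rose from 54 to 92, and the likeness of *hsp90.2-3* from 0.259 to 0.324. All lines share 1 estimate of the spread, so the array enters every comparison. All 75 calls in RNAi-A2 and all 65 in RNAi-B1 were also called, in the same direction, without the array, as were 638 of 652 in RNAi-C1, 771 of 775 in *hsp90.2-3*, 66 of 70 in all RNAi lines and 192 of 201 in all HSP90-reduced lines.

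With the first technical replicate only, the outlying array stands alone for its sample. This gave 7617 probe sets in RNAi-A3, 30 in RNAi-A2, 35 in RNAi-B1, 196 in RNAi-C1, 349 in *hsp90.2-3*, 28 in all RNAi lines, 78 in all HSP90-reduced lines and 1 between the control lines, and camera called 2 lists. With all arrays and duplicateCorrelation the consensus correlation was -0.873, a negative value that makes the mean of technical replicates look more precise. The counts were 4976 in RNAi-A1, 14821 in RNAi-A3, 34 in RNAi-A2, 248 in RNAi-C1, 434 in *hsp90.2-3*, 1335 in all RNAi lines and 1 between the control lines, with 0 lists.

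With all 4 control lines, each line is set against controls of other experiments as well. The counts were 2046 in RNAi-A1, 130 in RNAi-A2, 7251 in RNAi-A3, 423 in RNAi-B1, 1500 in RNAi-C1, 1708 in HSP90.1-TDNA, 1526 in HSP90.2-TDNA, 1316 in HSP90.3-TDNA, 3240 in *hsp90.2-3*, 1124 in all RNAi lines, 3953 in all TDNA lines and 415 in all HSP90-reduced lines, with 0 lists. With only the samples of the lines compared, and so their own estimate of the spread, there were 15 between the control lines, 1 in HSP90.1-TDNA, 2 in HSP90.3-TDNA, 0 in RNAi-A1, 446 in RNAi-A2, 0 in RNAi-A3, 624 in RNAi-B1, 1191 in RNAi-C1, 315 in *hsp90.2-3* and 157 in all RNAi lines. The 0 of limma in RNAi-A1 and RNAi-A3 compares 2 samples with 2. With all lines in the model, 489 and 4831 of 17254 had an unadjusted p under 0.05. The 489 is under the share of 0.05 that chance alone gives. The 4831 includes the outlying array, and without it the numbers were 715 and 923 of 16663.

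The methods' t-test was run for all lines, although the Methods state another test for the experiment of RNAi-A1 and RNAi-A3. For combined sets, all samples of the lines were pooled against all their control samples, with no term for experiment. The Methods do not describe such pooling, so these counts are not those of the paper's test. After Benjamini-Hochberg it gave 423 in RNAi-A2, 376 in RNAi-B1, 12 in all RNAi lines, 3 in all HSP90-reduced lines and 0 in RNAi-A1, RNAi-A3, HSP90.2-TDNA, HSP90.3-TDNA, all TDNA lines, *hsp90.2-3* and the control lines. At an unadjusted p with 1.5-fold it gave 54 in RNAi-A1, 464 in RNAi-A2, 78 in RNAi-A3, 431 in RNAi-B1, 59 in HSP90.1-TDNA, 78 in HSP90.2-TDNA, 139 in HSP90.3-TDNA, 185 in all RNAi lines, 122 in all TDNA lines, 110 in all HSP90-reduced lines and 164 between the control lines. With line means as replicates and experiment as a block, 0 were called in all RNAi lines, all TDNA lines and all HSP90-reduced lines. At an unadjusted p under 0.05 from limma there were 731, 1063 and 933. Of these, the 731 of 17254 is under the share of 0.05 that chance alone gives. On samples, 70, 1 and 201 were called, with 2039, 940 and 2089 at an unadjusted p under 0.05. A change of at least 1.5-fold besides the adjusted p left 389 in RNAi-C1, 43 in all RNAi lines and 54 in all HSP90-reduced lines.

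Quantile normalization gave 3 in RNAi-A1, 2540 in RNAi-A3, 415 in RNAi-C1 and 2 between the control lines, with 0 lists. An offset of 64 gave 2 in RNAi-A1, 1201 in RNAi-A3, 98 in RNAi-B1 and 1 in HSP90.1-TDNA, while an offset of 4 moved no count. No filter gave 2 in RNAi-A1, 1081 in RNAi-A3, 133 in all HSP90-reduced lines and 7 between the control lines. A filter at the 50th percentile gave 2 in RNAi-A1, 1162 in RNAi-A3 and 2 in HSP90.1-TDNA. The filter and the offset set how dim a probe set can be and still be tested, which is the limit that signal over background places on these counts. With the replicate block, there were 1562 in RNAi-A3, 1 in HSP90.1-TDNA, 3 in HSP90.3-TDNA and 2 between the control lines. In no line compared with its controls did every same-numbered pair correlate at over 0.1, so the numbers were not taken to pair the samples. The correlation of same-numbered samples after line means were removed ran from -0.084 to -0.039, -0.075 to 0.200 and -0.006 to 0.333 in the 3 experiments. In the third, with Col-0 and the 3 HSP90-TDNA lines, 17 of 18 same-numbered pairs were positive and 11 were over 0.1. Of these, the HSP90-TDNA lines had 9 of 9 positive with each other and 8 of 9 with Col-0. Every sample correlated best with its own number between HSP90.3-TDNA and Col-0, and between HSP90.3-TDNA and HSP90.1-TDNA, and 4 of 6 samples did between Col-0 and each of HSP90.1-TDNA and HSP90.2-TDNA. This is a hint from the data, not the design, that samples with the same number were handled together. The line *hsp90.2-3*, numbered with this experiment in the block, had 3 of 12 positive and 0 of 3 with Col-0. The block left 1 call in HSP90.2-TDNA and 1 in all TDNA lines. The Fisher exact test called 8 lists where camera called 1, and camera with an estimated correlation called 0.

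In all RNAi lines, leaving out RNAi-A1 gave 306, RNAi-A2 36 and RNAi-A3 142. The 8 lines without *hsp90.2-3* had 72 calls. The planned settings for the cytosolic HSP90 transcripts, with the ratio of linear averages, were not run because no probe set is named for them. The setting with all 4 control lines was not run for Control-3 against Control-1, since it leaves no control to compare.

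Leaving out 1 sample at a time gave the following ranges. Where this leaves 1 sample in a line, that sample is assumed to vary like the other groups. The count was 0 in each run for HSP90.1-TDNA. It was 1 to 2 for HSP90.2-TDNA (2 without Col-0 replicate 3 or its own replicate 1). HSP90.3-TDNA had 2 to 13 (2 and 8 without Col-0 replicates 2 and 3, 13 and 3 without its own replicates 1 and 3). All TDNA lines had 1 to 8 (2 and 8 without Col-0 replicates 1 and 3, 2 without HSP90.1-TDNA replicate 1, 4 without HSP90.2-TDNA replicate 3, 2 and 3 without HSP90.3-TDNA replicates 1 and 2). For *hsp90.2-3* the range was 367 to 605 (377 without Col-0 replicate 2, 367 and 443 without its own replicates 1 and 3). RNAi-A1 had 1 to 9 (6 without Control-2 replicate 2, 5 and 9 without its own replicates 1 and 2). RNAi-A2 had 9 to 68 (11 and 9 without its own replicates 1 and 2). RNAi-A3 had 0 to 9002 (0 and 196 without Control-2 replicates 1 and 2, 9002 and 23 without its own replicates 1 and 2). RNAi-B1 had 31 to 65 (36, 31 and 31 without its own replicates 1, 2 and 3). RNAi-C1 had 146 to 663 (433 without Control-3 replicate 2; 146, 423 and 382 without its own replicates 1, 2 and 3).

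For the combined comparisons, all RNAi lines had 31 to 3428 (31 without Control-2 replicate 1, 3428 without RNAi-A3 replicate 1). All HSP90-reduced lines had 99 to 1871 (112 and 99 without Col-0 replicates 1 and 2, 115 without Control-2 replicate 1, 1871 and 308 without RNAi-A3 replicates 1 and 2). The control lines differed in 1 to 4 (1 without Control-3 replicate 3). Camera called 0 to 3 lists (2 without Col-0 replicate 1 or RNAi-A3 replicate 1, 3 without HSP90.2-TDNA replicate 2, 0 without either Control-2 replicate or RNAi-A1 replicate 2). The heat-stress difference ranged from 0.01 to 0.13. The likeness of *hsp90.2-3* ranged from 0.159 to 0.291 (0.228 without Col-0 replicate 2, 0.231 without Control-2 replicate 1, 0.288 and 0.216 without *hsp90.2-3* replicates 2 and 3, 0.159 and 0.291 without RNAi-A3 replicates 1 and 2).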

Differences from the paper's values

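Leaving out the outlying array was chosen after the values were seen; the other settings named here were set before the data were examined. Dataset S1 gives, for each HSP90-RNAi line and for all of them, the number of genes at least 1.5-fold up or down at an unadjusted p under 0.05. The same thresholds are used here with limma, on probe sets in place of genes, and only part of Dataset S1 was read. The samples compared differ too: Dataset S1 sets all control arrays against all arrays of 1 line by another test, while here each line is set against the controls of its own experiment, as in the Methods, and all 4 control lines are 1 of the settings. Of its 12 counts, 10 differ by more than 1.5 times. The decreases of RNAi-B1 (the paper's 182, here 126) and of RNAi-C1 (the paper's 370, here 324) do not differ by that much.

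For RNAi-A1 the paper's count is 307 down, against 158 here. The difference closes to within 1.5 times with no filter (243) and with only the samples of the lines compared (268), and in none of the other 9 planned settings. The paper's count up is 172, against 92 here. It is met within 1.5 times after quantile normalization (117), with no filter (151), with the first technical replicate only (116) and with only the samples of the lines compared (120), and not in the other 7.

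For RNAi-A2 the paper's count is 267 down, against 171 here. Quantile normalization (203), an offset of 4 (186), no filter (244), all 4 control lines (302) and only the samples of the lines compared (207) come within 1.5 times, and the other 6 planned settings do not. The paper's count up is 877, against 403 here, and none of the 11 planned settings comes within 1.5 times, the highest being 584 with no filter.

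For RNAi-A3 the paper's counts are 301 down and 149 up, against 2056 and 1056 here, and none of the 11 planned settings comes within 1.5 times of either. Without the outlying array, a setting chosen after seeing the values, the counts are 294 down and 133 up. Of the genes that Dataset S1 lists for this line and that pass the same thresholds here with all arrays, this setting drops 2 of 14 down and 2 of 9 up, while it adds 26 down and 2 up.

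For RNAi-B1 the paper's count is 584 up, against 319 here. No filter (451) comes within 1.5 times and the other 10 planned settings do not. For RNAi-C1 the paper's count is 1181 up, against 727 here. An offset of 4 (853) and no filter (1171) come within 1.5 times, and the other 9 planned settings do not.

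For all RNAi lines the paper's count is 196 down, against 36 here, and none of the 12 planned settings comes within 1.5 times, the highest being 111 with all arrays and duplicateCorrelation. The paper's count up is 287, against 147 here. An offset of 4 (224), no filter (249), all arrays with duplicateCorrelation (325) and all 4 control lines (197) come within 1.5 times, and the other 8 do not. Over the 12 counts, 4 differ with no filter, and 11 differ with the methods' t-test at an unadjusted p with 1.5-fold.

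The paper states that transcription factors are enriched among genes upregulated in HSP90-reduced plants. Here 0 of 46 genes with a transcription factor family name were at least 1.5-fold up over all 9 lines, where 0.475% of all named genes tested were, too few to tell enrichment from its absence. In *hsp90.2-3*, 5 of 46 were up, where 4.31% of all named genes tested were. At an adjusted p under 0.05 from limma 1 of the 46 was higher over all 9 lines. The paper states that jasmonic acid biosynthesis genes are enriched among those upregulated. Of such genes 2 were tested here, too few to tell; 0 were called over all 9 lines by limma or by the 1.5-fold rule, 1 was higher at an unadjusted p under 0.05, and 1 was called higher in *hsp90.2-3*.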

Other observations

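The probe sets with no gene named and the values of *AT1G47400* across lines were chosen after their values were seen; the other tests of this part were planned.

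Other splits of the same samples into groups of the same sizes were tested for each comparison of at least 3 samples with 3, in the same limma model. For RNAi-B1, 1 of 84 splits, the real one, gave as many calls as the real 65 (highest other 19). For RNAi-C1, 1 of 84 gave as many as 652 (highest other 127). Shares under 0.05 argue against chance for both but do not exclude it. The split with 127 calls set the RNAi-C1 samples, Control-1 sample 1 and Control-3 samples 1 and 3 against the remaining control samples. The split with 19 calls set the RNAi-B1 and Control-3 samples against Control-1. In both splits the line's own samples make up part of 1 side. These counts thus do not show how many calls differences among control samples alone give. With single samples as the unit, chance is also argued against for all RNAi lines (1 of 100 random splits as large as the real 70, highest other 31). The same holds for all HSP90-reduced lines (1 of 100, real 201, highest other 89). With line means as replicates 0 were called in both, and without Control-2 replicate 1 the count of all RNAi lines was 31, no more than the highest other split. Chance is not argued against for all TDNA lines, where 29 of 100 splits gave as many as the real 1. For comparisons of 3 samples with 3 the 10 splits are too few for a share under 0.05. The real count and the highest other were 0 and 0 for HSP90.1-TDNA, 1 and 99 for HSP90.2-TDNA, 5 and 1 for HSP90.3-TDNA, 775 and 4 for *hsp90.2-3*, and 4 and 4 for the 2 control lines. The splits reaching the real count, itself included, numbered 10, 3, 1, 1 and 2. A split of the HSP90.2-TDNA and Col-0 samples that calls 99 probe sets, and a split of the HSP90-TDNA and Col-0 samples that calls 393, point to a structure of these samples other than their lines. The second sets the samples numbered 2 of the 3 HSP90-TDNA lines against all others, and same-numbered samples of these lines correlate, so this split follows the replicate number. With replicate number as a block, 1 probe set was called in all TDNA lines and 1 in HSP90.2-TDNA.

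Several of the largest changes were in probe sets for which the table names no gene. In HSP90.3-TDNA, 1 such probe set had a signal of 975 ± 86.1 (SD, n = 3) against 5480 ± 631 (SD, n = 3) in Col-0, a log2 change of -2.47 (standard error 0.21, adjusted p = 1.21e-07 from limma, lower in 3 of 3 samples). In RNAi-C1, 2 had log2 changes of -3.64 (adjusted p = 1.97e-10) and -3.14 (adjusted p = 2.28e-10), each lower in 3 of 3 samples. The 1 probe set called in RNAi-A1 had a log2 change of -2.43 (adjusted p = 7.28e-06 from limma), lower in 2 of 2 samples. For HSP90.3-TDNA, the paper reports lower combined transcript levels of *HSP90.3* and *HSP90.4*. Whether the probe set given above for that line measures these genes cannot be told from the table used here.

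*AT1G47400* was among the largest decreases of named genes in 4 lines. Its log2 change was -1.19 in RNAi-A2, -1.07 in RNAi-B1, -1.83 in HSP90.3-TDNA and -2.34 in *hsp90.2-3*, with adjusted p of 0.00502, 0.00311, 3.52e-05 and 2.36e-07 from limma. In RNAi-A1, RNAi-A3, RNAi-C1, HSP90.1-TDNA and HSP90.2-TDNA it was -0.70, 0.22, -0.47, 0.05 and -0.64, without an adjusted p under 0.05. RNAi-A2 and RNAi-B1 share their controls, as do HSP90.3-TDNA and *hsp90.2-3*. Dataset S1 lists this gene among those lower in RNAi-A1, RNAi-A2, RNAi-B1 and all RNAi lines; its part on the other lines was not read.

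Of 15 HSP90 co-chaperones and partners, 7 were tested and 0 were called in any line by limma. Adjusted over the list alone, 1 was higher in each of RNAi-C1, HSP90.2-TDNA and *hsp90.2-3*. With an unadjusted p under 0.05, 3 were higher in *hsp90.2-3*, 1 was higher in each of RNAi-C1, HSP90.2-TDNA and HSP90.3-TDNA, and 1 was lower in RNAi-A2. Their mean log2 change was largest in HSP90.2-TDNA, at 0.19, where limma's camera test gave a p of 0.0313 and an adjusted p of 0.0626.

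The other lists had at most 4 genes tested, too few for camera, and 9 lists had none. Over all 9 lines limma called 1 of 3 auxin response genes higher, 1 of 4 cold response genes higher, 1 of 4 genes beside the mapped inserts higher (*AT4G10790*, which is low in Control-1, whose insert it holds) and 1 of 2 cell wall loosening genes lower. Adjusted over the list alone, these numbers were 2, 1, 1 and 1. Over the same lines 0 genes were called among 4 of anthocyanin biosynthesis, 3 of ER protein folding, 2 of pathogen-triggered defence and camalexin, 2 of glucosinolate biosynthesis and breakdown, 2 of the circadian clock, 2 of photosynthesis, 2 root markers and 1 of flowering time. Adjusted over the list alone, 1 gene of ER protein folding and 2 of pathogen-triggered defence were higher and 1 of glucosinolate biosynthesis and breakdown was lower, the same numbers as at an unadjusted p under 0.05. The mean difference between the HSP90-TDNA and HSP90-RNAi lines was 1.62 on the log2 scale for the 3 genes of the jasmonic acid response, of which 0 were called and 2 were higher when adjusted over the list alone.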
